# Accurate detection of m^6^A RNA modifications in native RNA sequences

**DOI:** 10.1038/s41467-019-11713-9

**Published:** 2019-09-09

**Authors:** Huanle Liu, Oguzhan Begik, Morghan C. Lucas, Jose Miguel Ramirez, Christopher E. Mason, David Wiener, Schraga Schwartz, John S. Mattick, Martin A. Smith, Eva Maria Novoa

**Keywords:** RNA modification, Software

## Abstract

The epitranscriptomics field has undergone an enormous expansion in the last few years; however, a major limitation is the lack of generic methods to map RNA modifications transcriptome-wide. Here, we show that using direct RNA sequencing, *N*^6^-methyladenosine (m^6^A) RNA modifications can be detected with high accuracy, in the form of systematic errors and decreased base-calling qualities. Specifically, we find that our algorithm, trained with m^6^A-modified and unmodified synthetic sequences, can predict m^6^A RNA modifications with ~90% accuracy. We then extend our findings to yeast data sets, finding that our method can identify m^6^A RNA modifications in vivo with an accuracy of 87%. Moreover, we further validate our method by showing that these ‘errors’ are typically not observed in yeast *ime4*-knockout strains, which lack m^6^A modifications. Our results open avenues to investigate the biological roles of RNA modifications in their native RNA context.

## Abstract (web summary)

We currently lack generic methods to map RNA modifications across the entire transcriptome. Here, the authors demonstrate that m^6^A RNA modifications can be detected with high accuracy using nanopore direct RNA sequencing.

## Introduction

In the last few years, our ability to map RNA modifications transcriptome-wide has revolutionized our understanding of how these chemical entities shape cellular processes, modulate cancer risk, and govern cellular fate^1–4^. Systematic efforts to characterize this regulatory layer have revealed that RNA modifications are far more widespread than previously thought, can be subjected to dynamic regulation, and can profoundly impact RNA processing stability and translation^5–10^. A fundamental challenge in the field, however, is the lack of a generic approach for mapping and quantifying RNA modifications, as well as, the lack of single molecule resolution^11^.

Current technologies to map the epitranscriptome rely on next-generation sequencing and, as such, they are typically blind to nucleotide modifications. Consequently, indirect methods are required to identify RNA modifications transcriptome-wide, which has been mainly approached using two different strategies: (i) antibody immunoprecipitation, which specifically recognizes the modified ribonucleotide^5,6,12–14^; and (ii) chemical-based detection, using chemical compounds that selectively react with the modified ribonucleotide of interest, followed by reverse-transcription of the RNA fragment, which leads to accumulation of reads that have the same identical ends^8,9,15^. Although these methods have provided highly valuable information, they are limited by the available repertoire of commercial antibodies and the lack of selective chemical reactivities towards a particular RNA modification^16^, often lack single nucleotide resolution^5–7^ or require complex protocols to achieve it^17^, cannot provide quantitative estimates of the stoichiometry of the modification at a given site, and are often unable to identify the underlying RNA molecule that is modified.

To overcome these limitations, third-generation sequencing technologies, such as the platforms provided by Oxford Nanopore Technologies (ONT)^18^ and Pacific Biosciences (PacBio)^3^, have been proposed as a new means to detect RNA modifications in native RNA sequences. RNA modifications can be detected using PacBio in the form of kinetic changes of reverse transcriptases, which occur when the enzyme encounters a modified RNA nucleotide^19^. On the other hand, RNA modifications can be identified in its native RNA context using ONT, by pulling the RNA molecules through the nanopores that are embedded in a membrane. The ONT platform relies on the measurement of disruptions in the current intensity as the RNA or DNA molecule passes through the pore, which can be used to identify the transiting nucleotides. Although ONT direct RNA sequencing is already a reality^20,21^, extracting RNA modification information from ONT reads is still an unsolved challenge. RNA modifications are known to cause disruptions in the pore current that can be detected upon comparison of raw current intensities — also known as “squiggles”^18,20^. However, current efforts have not yet yielded an efficient and accurate RNA modification detection algorithm, largely due to the challenges in the alignment and re-squiggling of RNA current intensities^22,23^.

As an alternative strategy, we hypothesized that the current intensity changes caused by the presence of RNA modifications may lead to increased “errors” and decreased qualities from the output of base-calling algorithms that do not model base modifications (Fig. 1a). Indeed, here we find that base-calling “errors” can accurately identify *N*^6^-methyladenosine (m^6^A) RNA modifications in native RNA sequences, and propose a novel algorithm, *EpiNano* (github.com/enovoa/EpiNano), which can be used to identify m^6^A RNA modifications from RNA reads with an overall accuracy of ~90%. Our results provide a proof of concept for the use of base-called features to identify RNA modifications using direct RNA sequencing, and open avenues to explore additional RNA modifications in the future.

**Fig. 1:**
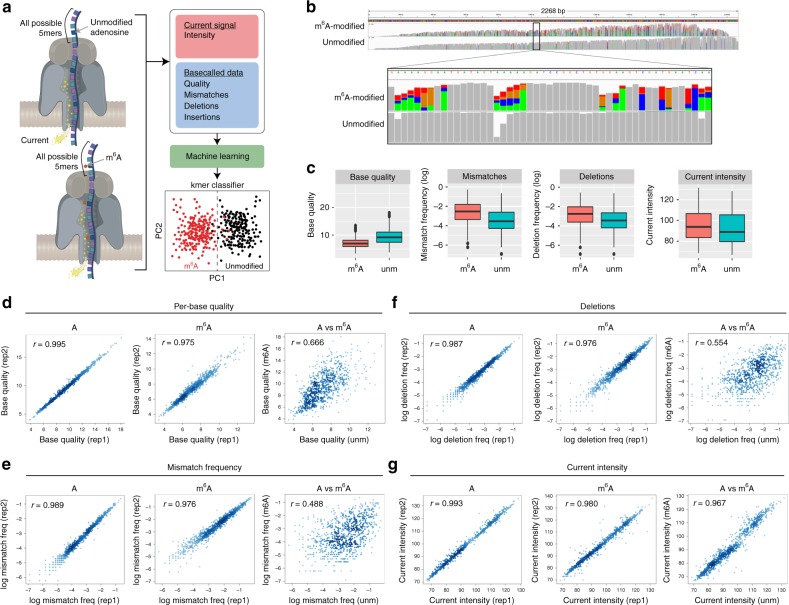
Base-calling “errors” can be used as a proxy to identify RNA modifications in direct RNA sequencing reads. **a** Schematic overview of the strategy used in this work to train and test an m^6^A RNA base-calling algorithm. **b** IGV snapshot of one of the four transcripts used in this work. In the upper panel, in vitro transcribed reads containing m^6^A have been mapped, whereas in the lower panel the unmodified counterpart is shown. Nucleotides with mismatch frequencies >0.05 have been colored. **c** Comparison of m^6^A and A positions, at the level of per-base quality scores (left panel), mismatch frequencies (middle left panel), deletion frequency (middle right panel), and mean current intensity (right panel). All possible k-mers (computed as a sliding window along the transcripts) have been included for these comparisons (*n* = 9974). **d**–**g** Replicability of each individual feature — base quality (**d**), deletion frequency (**f**), mismatch frequency (**e**), and current intensity (**g**) — across biological replicates, for both unmodified (“A”) and m^6^A-modified (“m^6^A”) data sets. Comparison of unmodified and m^6^A-modified (“A vs m^6^A”) is also shown for each feature. Correlation values shown correspond to Spearman’s rho. Error bars indicate s.d. Source data are provided in the Source Data file

## Results

### RNA modifications alter base-called features in ONT reads

Previous work has shown that ONT raw current intensity signals, known as “squiggles”, can be subdivided into “events”, which correspond to consecutive 5-mer sequences shifted one nucleotide at a time (e.g., in the sequence AGACAAU, the corresponding 5-mer “events” would be AGACA, GACAA, and ACAAU)^24–27^. Therefore, to systematically identify the current intensity changes caused by the presence of a given RNA modification, perturbations of the current intensity signals should be measured and analyzed for each possible 5-mer (*n* = 1024).

To this end, we designed a set of synthetic sequences that comprised all possible 5-mers (median occurrence of each 5-mer = 10), while minimizing the RNA secondary structure (see the Methods section and Supplementary Note 1). We then employed direct RNA sequencing to characterize the differences of in vitro transcribed (IVT) constructs that incorporated either “m^6^A” instead of adenine, or unmodified ribonucleotides (Fig. 1a, Supplementary Table 1 for sequencing metrics). Comparison of the two data sets revealed that base-called m^6^A-modified reads were significantly enriched in mismatches compared with their unmodified counterparts (Fig. 1b, c), and that these “errors” were mainly, but not exclusively, located in adenine positions. We observed that, in addition to mismatch frequency, other metrics including per-base quality, insertion frequency, deletion frequency, and current intensity were significantly altered (Fig. 1c and Supplementary Fig. 1). Moreover, these “errors” were highly reproducible in independent biological replicates with respect to mismatch frequency, deletion frequency, per-base quality, and current intensity (Fig. 1d–g). By contrast, insertion frequencies were not reproducible across biological replicates (Supplementary Fig. 1), suggesting that this feature is likely unrelated to the presence of RNA modifications, and thus was not further considered in downstream analyses.

### Base-calling “errors” can accurately predict m^6^A modifications

We then examined whether these observed differences would be sufficient to accurately classify a given site into “modified” or “unmodified”. For this aim, we first focused our analysis on 5-mers that matched the known m^6^A motif RRACH, as these would be the most relevant in which to detect m^6^A modifications. To reveal whether the features from m^6^A-modified RRACH k-mers were distinct from unmodified RRACH k-mers, we compiled the base-called features (base quality, mismatch frequency, and deletion frequency) for each position of the k-mer (−2, −1, 0, +1, and +2) (Fig. 2a, Supplementary Fig. 2), and performed principal component analysis of the features, finding that the two populations (m^6^A-modified and unmodified RRACH k-mers) were largely nonoverlapping (Fig. 2b). As a control, we performed the same analysis in k-mers with identical sequence context, but centered in C, G, or U (instead of A), finding that no differences could be observed between these populations (Fig. 2c), suggesting that the observed differences are m^6^A-specific, and not data set-specific.

**Fig. 2:**
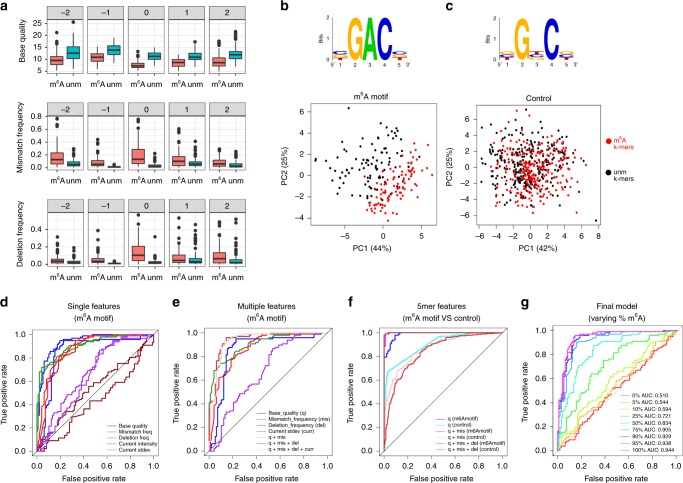
Base-calling “errors” alone can accurately identify m^6^A RNA modifications. **a** Base-called features (base quality, insertion frequency, and deletion frequency) of m^6^A motif 5-mers, and for each position of the 5-mer, are shown. The features of the m^6^A-modified transcripts (“m^6^A”) are shown in red, whereas the features of the unmodified transcripts (“unm”) are shown in blue. **b**, **c** Principal component analysis (PCA) scores plot of the two first principal components, using 15 features (base quality, mismatch frequency, deletion frequency, for each of the five positions of the k-mer) as input. The logos of the k-mers used in the m^6^A-motif RRACH set (left) and control set (right) are also shown. Each dot represents a specific k-mer in the synthetic sequence, and has been colored depending on whether the k-mer belongs to the m^6^A-modified transcripts (red) or the unmodified transcripts (black). The contribution of each principal component is shown in each axis. ROC curves of the SVM predictions using: (i) each individual feature separately to train and test each model, at m^6^A sites (**d**); (ii) combined features at m^6^A sites, relative to the individual features (**e**); (iii) combined features at m^6^A sites relative to control sites, where the base-called “errors” information of neighboring nucleotides has been included in the model (**f**); and (iv) different mixtures of methylated and unmethylated reads, using the combined features model (**g**). Error bars indicate s.d. Source data are provided in the Source Data file

To statistically determine whether these features could be used to accurately classify a given site into “m^6^A-modified” or “unmodified”, we trained multiple support vector machines (SVM) using as input the base-called features from m^6^A-containing RRACH k-mers and unmodified RRACH k-mers (see the Methods section). We first tested whether each individual feature at position 0 (the modified site) was able to classify a given RRACH k-mer into m^6^A-modified or unmodified. Our results show that base quality, deletion frequency and mismatch frequency alone were able to accurately predict the modification status with reasonable accuracy (70–86% accuracy, depending on the feature used) (Fig. 2d, see also Supplementary Table 2 and the Methods section). By contrast, we find that the current mean intensity values and current intensity standard deviation were poor predictors of the modification status of the k-mer (43–65% accuracy). As a control, we used the same set of features in control k-mers (i.e., those with the same sequence context, but centered in C, G, or U), finding that the features did not distinguish between m^6^A-modified and m^6^A-unmodified data sets (Supplementary Fig. 3).

To improve the performance of the algorithm, we then examined whether a combination of the features might improve the prediction accuracy, finding that the combination of the three features (base quality, mismatch, and deletion frequency) increased the accuracy of the model (88–91%) (Fig. 2e, Supplementary Table 2). We then tested whether the inclusion of features from the neighboring positions (−2, −1, +1, and +2) might further improve the model. Indeed, we find that the inclusion of neighboring features slightly improves the performance of the algorithm (accuracy = 97–99%), however, this was at the expense of increasing the number of false positives in the control k-mer set — which do not contain the modification — (Fig. 2f, Supplementary Fig. 3), suggesting that features from neighboring positions should not be employed with this model.

We should note that our current algorithm has been trained using either 100% methylated or 100% unmethylated reads; however, in in vivo data, this will likely not be the scenario. Previous studies probing the m^6^A modification status in individual sites have estimated that m^6^A methylation in mRNAs occurs only partially, with methylation ratios ranging from 6 to 80%^28^. Therefore, we wondered whether our algorithm would be able to detect m^6^A modifications on mixtures of methylated and unmethylated reads. To test this, we sampled reads from both m^6^A-modified and unmodified data sets and mixed them in different proportions, to achieve partial methylation ratios of 0 (unmodified), 5, 10, 25, 50, 75, 90, 95, and 100% (fully modified). We find that the algorithm performance is dependent on the proportion of methylated reads (Fig. 2g); however, we find that even at 25% of methylation ratio, our algorithm predicts m^6^A sites with reasonable accuracy, with an area under the curve (AUC) of 0.72 (Fig. 2g).

### Trained SVM models can predict m^6^A modifications in vivo

To assess whether our findings could be extended to in vivo data sets, we sequenced native polyA(+)-selected RNA from *S. cerevisiae* wild type (*wt*) and *ime4∆* knockout strains (Fig. 3a and see the Methods section). 

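Native polyA(+) RNA was sequenced on nanopores from 3 wild-type and 3 *ime4∆* cultures of the SK1 yeast background, each collected after 5 h in SPO, the acetate medium that induces meiosis. Both strains lack NDT80, so the strain called wild type differs from *ime4∆* only by carrying IME4, which encodes the m6A methyltransferase. For each culture the authors deposited the number of reads counted on each of 7071 annotated features, without normalization, followed by 5 summary lines for reads that were given to no feature. Most features carry systematic yeast gene names, and some carry other names, such as tV(AAC)O, snR3 and ICR1. The paper's text names neither the yeast genome build, the annotation nor the counting program. Counts on features in wild-type replicates 1, 2 and 3 were 372270, 182876 and 297723. In *ime4∆* replicates 1, 2 and 3 they were 227862, 177675 and 341692. The ranges of the 2 strains overlapped. Because depth differed between libraries, results were also computed after drawing 177675 counts, the size of the smallest library, from each. Counts were compared across the 5706 features that had at least 1 count in at least 1 of the 6 libraries. No pair of files held identical values. Names were matched to the R64 assembly of the S288C reference strain, in which 6006 of the 7071 feature names were found. That assembly was used for names, lengths and the order of genes, and none of its coordinates are given.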

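The 6 files together held 2167540 mapped reads, of which 1600098 were counted on a feature. Between 4619 and 5096 of the 7071 listed features had at least 1 count in a library, with a mean of 4862 ± 239 (SD, n = 3) in wild type and 4834 ± 225 (SD, n = 3) in *ime4∆*, a difference smaller than the spread between replicates. The 10 most abundant features of a library took between 7.74% and 9.51% of its counts.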

*Ime4∆* yeast strains constitute an excellent background model to identify false positives in m^6^A analyses^29^, as the deletion of *ime4* results in complete elimination of m^6^A. Biological triplicates of polyA(+)-selected RNA from both *wt* and *ime4∆* strains were sequenced in independent flow cells (see the Methods section), producing more than five million sequenced reads (Supplementary Table 3).

**Fig. 3:**
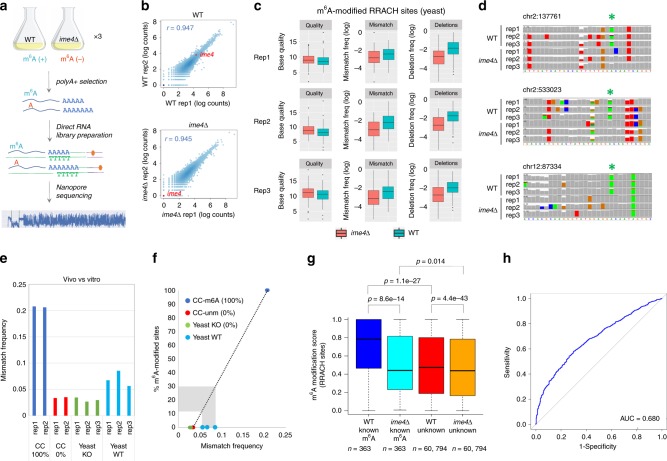
Yeast wild-type and *ime4∆* strains show distinct base-called features at known m^6^A-modified RRACH sites. **a** Overview of the direct RNA sequencing library preparation using in vivo polyA(+) RNA from *S. cerevisiae* cultures. **b** Replicability of per-gene counts using direct RNA sequencing across wild-type yeast strains (top) and *ime4∆* strains (middle). The correlation between wild-type and *ime4∆* strains is also shown (bottom). **c** Comparison of the observed mismatch frequencies in the 100%-modified in vitro transcribed sequences (blue), unmodified sequences (red), yeast *ime4∆* knockout (green), and yeast wild type (cyan). Values for each biological replicate are shown. **d** Base-called features (base quality, insertion frequency, and deletion frequency) of RRACH 5-mers known to contain m^6^A modifications. Only features corresponding to the modified nucleotide (position 0) are shown. Features extracted from wild-type yeast reads (m^6^A-modified) are shown in blue, whereas those from *ime4∆* (unmodified) for the same set of k-mers are shown in red. **f** Genomic tracks of previously reported m^6^A-modified RRACH sites in yeast, identified using Illumina sequencing. The m^6^A-modified nucleotide is highlighted with a green asterisk. In these positions, wild-type yeast strains show increased mismatch frequencies, as well as decreased coverage — reflecting increased deletion frequency — in all three biological replicates, whereas these features are not observed in any of the three *ime4∆* replicates. **g** Predicted m^6^A modification scores predicted by the trained SVM at known m^6^A-modified (*n* = 363) and unknown (*n* = 60,794) RRACH sites, both for yeast wild-type and *ime4∆* data sets. *P*-values have been computed using Kruskal–Wallis test. A site was included in the analysis if there were mapped reads present in all six yeast samples. Sites with more than one “A” in the 5-mer were excluded from the analysis. **h** ROC curve depicting the performance of *EpiNano* in yeast data sets (*n* = 61,363 sites). Error bars indicate s.d. Source data are provided in the Source Data file

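For the 9 pairs of one wild-type and one *ime4∆* library, rho ranged from 0.930 to 0.952, with a mean of 0.941 ± 0.00749 (SD, n = 9 pairs). The mean over the 6 pairs within a strain was higher by 0.0176, and every pair within a strain had a higher rho than every pair between the strains. After downsampling this no longer held, with a lowest rho within a strain of 0.9402 and a highest between the strains of 0.9405. None of the other splits of the 6 libraries into 3 and 3 gave as large a difference (one-sided exact permutation test over 10 splits, p = 0.1, the smallest p that 3 libraries against 3 allow). Of the 6 ways of pairing the 3 wild-type with the 3 *ime4∆* libraries, 2 gave a mean rho at least as high as the 0.942 of the pairing by replicate number. Across the features with at least 10 counts in every library, the mean rho between the strains was 0.848 and the difference from the pairs within a strain was 0.0848.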

An initial assessment of the quality of the direct RNA sequencing runs showed that these were highly replicable both in terms of per-gene counts (spearman’s rho = 0.945–0.948) and average per-read quality scores (Fig. 3b, Supplementary Fig. 4). 

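Spearman's rho of the per-feature counts across the 5706 features was 0.954 between wild-type replicates 1 and 2, 0.958 between replicates 1 and 3 and 0.960 between replicates 2 and 3, with a mean of 0.957 ± 0.00331 (SD, n = 3 pairs). Between *ime4∆* replicates the values were 0.954 for replicates 1 and 2, 0.960 for replicates 1 and 3 and 0.963 for replicates 2 and 3, with a mean of 0.959 ± 0.00441 (SD, n = 3 pairs). The means of the 2 strains differed by less than the spread between pairs. These are correlations across features, which are not independent replicates, and the 3 pairs of a strain share libraries. The choice of features moved the values most. Across the 2551 features with at least 10 counts in every library, the mean rho was 0.937 in wild type and 0.929 in *ime4∆*. From the correlations between replicates, the paper concludes that the runs were highly replicable in their per-gene counts.

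**Figure D1:**
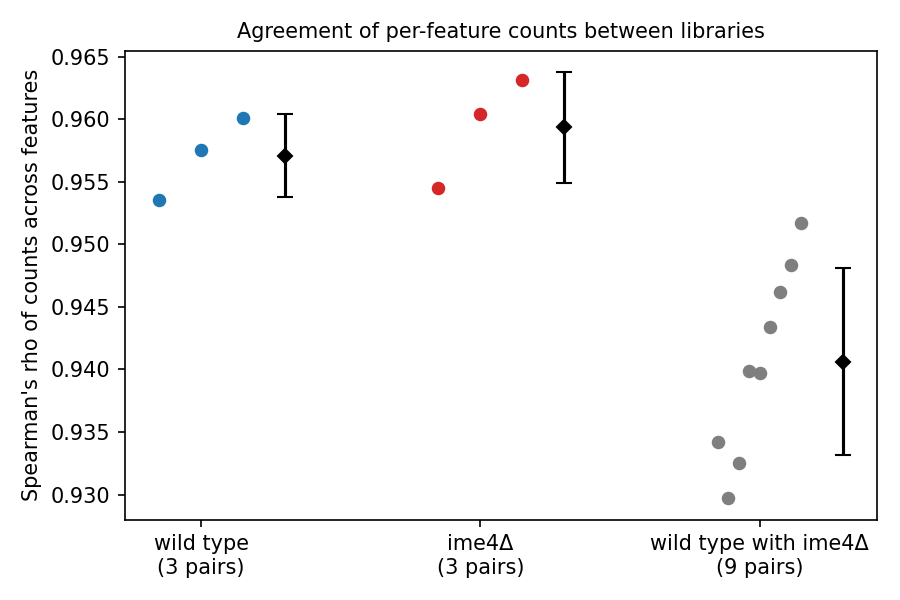
Spearman's rho of counts across the 5706 features for each pair of libraries (vertical axis, no unit), for pairs within wild type, within *ime4∆* and between the strains. Circles are single pairs and diamonds with bars are the mean and SD over the pairs of a group. The 6 pairs within a strain lie between 0.954 and 0.963, and the 9 pairs between the strains lie between 0.930 and 0.952.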

We then used *EpiNano* to extract base-called features for all six samples. We first analyzed the features corresponding to ~1300 known m^6^A-modified RRACH sites, previously identified using antibody immunoprecipitation coupled to next-generation sequencing (m^6^A-Seq)^29^. We found that base-called features at m^6^A-modified RRACH sites were distinct across yeast strains (*wt* and *ime4∆*), for all three metrics analyzed (base quality, deletion frequency and mismatch frequency) (Fig. 3c). These results were consistent across biological replicates, and are in agreement with our observations using in vitro constructs (Fig. 1c). By contrast, this was not observed when comparing unmodified RRACH base-called features across yeast strains (Supplementary Fig. 5), suggesting that the observed differences were due to the presence of m^6^A. These results were further confirmed by individual inspection of “known” m^6^A-modified sites, where both increased mismatch and deletion frequencies were consistently observed in *wt* m^6^A-modified positions, but not in their corresponding *ime4∆* sites (Fig. 3d).

To determine whether our trained SVM could be applied to in vivo data sets, we first investigated whether the global in vivo base-called features were consistent with those observed in vitro. We found that unmodified in vitro sequences (CC 0%) displayed similar mismatch frequencies to those observed in *ime4∆* strains, which also lack m^6^A modifications (Fig. 3e). By contrast, m^6^A-modified yeast RNAs (*wt*) showed intermediate mismatch frequencies between fully modified (CC 100%) and unmodified (CC 0%, yeast *ime4∆*) sequences. Using linear regression, we estimated that the median stoichiometry of m^6^A modifications in *wt* strains was 12–30% (Fig. 3f), which is in agreement with previous works, where m^6^A was found to be present at levels ranging from 7 to 69% (with a median of 23%) in yeast samples^30^. Altogether, our results reveal that nonrandom base-called “errors” present in in vivo data sets are replicable, are in agreement with in vitro results, and are correlated with the presence of m^6^A RNA modifications in a given site.

We then used the SVM model, previously trained with m^6^A-modified and unmodified in vitro constructs, to predict the transcriptome-wide m^6^A modification status of yeast RRACH sites, both in *wt* and *ime4*∆ data sets. A site was kept for downstream analyses if there was at least 1 read per site in each of the six samples. This criterion was met by 61,163 RRACH sites, from which 363 had been reported as “m^6^A-modified”, based on Illumina sequencing^29^. Per-site SVM predictions for each biological replicate were then merged into a single “m^6^A modification score” (see the Methods section). We should note that low read coverage leads to decreased accuracy (Supplementary Fig. 6); however, we retained low coverage sites to maximize the number of sites included in the analyses. We first compared the m^6^A modification scores of known m^6^A-modified RRACH sites (*n* = 363) in *wt* and *ime4*∆, finding that modification scores in *wt* were significantly higher than those observed in *ime4∆* (*p* = 8e–14), for the same set of sites (Fig. 3g). By contrast, modification scores of *ime4∆* known m^6^A-modified RRACH sites (*n* = 363) and unknown sites in the same strain, which do not contain m^6^A modifications, were relatively similar (*p* = 0.01, Kruskal–Wallis test) (Fig. 3g). Interestingly, our method also identified significant differences in m^6^A modification scores when comparing *wt* and *ime4∆* unknown RRACH sites (*p* = 4e–43; Fig. 3g), suggesting that there might be additional m^6^A-modified sites present in the transcriptome, apart from those identified using m^6^A-Seq^29^. Indeed, recent efforts using enzymatic-based m^6^A detection methods have reported that antibody-based methods severely underestimate the number of m^6^A sites^30^. Overall, we find that our model identifies m^6^A modifications in yeast data sets with an overall accuracy of 87.8%, recovering 32% (117 out of 363) of known m^6^A-modified sites (Supplementary Table 4 and Fig. 3h), and with a specificity of 89%.

### *EpiNano* performance compared with current intensity-based methods

Previous efforts have attempted to identify RNA modifications from direct RNA sequencing samples by performing direct comparison of raw current intensities. This is the case of *Tombo*^22^, a software originally developed for the detection of DNA modifications in nanopore sequencing data, which has recently been extended to detect RNA modifications. Identification of modifications from raw signal typically requires a two-step process: (i) re-squiggling of the raw signal to “align” all reads mapping to the same genomic location and (ii) comparison of raw current intensities across reads or samples. First, we find that the re-squiggling step used by *Tombo* discards ~50% of the reads (Supplementary Table 3). From the re-squiggled reads, we find that *Tombo* is able to identify 220 out of the 363 known m^6^A-modified sites in yeast *wt*, thus recovering 59.6% of known sites (Supplementary Table 4). However, this increased recovery of true positives (TP) was at the expense of increased number of false positives (*Tombo* specificity = 69.8%; *EpiNano* specificity = 89%). Thus, we find that, for the same set of 61,163 sites, *Tombo* correctly predicts known m^6^A sites with an accuracy of 69% and a recovery of 59%, whereas *EpiNano* predicts them with an accuracy of 87% and recovery of 32% (Supplementary Table 4).

Altogether, our in vivo analyses validate our findings using in vitro m^6^A-modified and unmodified sequences, and confirm the use of base-calling “errors” as a proxy to identify m^6^A modifications in direct RNA sequencing data sets. Furthermore, our findings validate the use of in vitro constructs, transcribed with and without RNA modifications, as a valid strategy for training direct RNA sequencing base-calling algorithms, suggesting that similar approaches could be envisioned with additional data sets containing distinct RNA modifications in the future.

## Discussion

The human epitranscriptome is still largely uncharted. Only a handful of the 170 different RNA modifications that are known to exist have been mapped. Importantly, several of these modifications are involved in central biological processes, such as sex determination^31–33^ or cell fate transition^34^, and their dysregulation has been linked to multiple human diseases^16,35,36^, including neurological disorders^37–39^ and cancers^40–42^. Yet, our understanding of this regulatory layer is restricted to a few RNA modifications, largely due to the lack of a generic methodology to map them in a transcriptome-wide fashion.

The establishment of the ONT platform as a tool to map RNA modifications has great potential to revolutionize our understanding of the epitranscriptome, as in principle, it should be capable of identifying RNA modifications in individual RNA sequences, and with single nucleotide resolution. Such ability would allow us to study the functions of the epitranscriptome in ways that, until now, have not been possible. Unfortunately, currently there is no software available that can predict RNA modifications from direct RNA sequencing reads with sufficient accuracy, limiting the applicability of direct RNA sequencing as a tool to identify RNA modifications. To tackle this limitation, here we provide a novel strategy to identify RNA modifications from base-called features, without the need of squiggling realignments or manipulation of raw current intensity data sets.

Here we report that RNA modifications can be identified in the form of systematic and reproducible base-calling “errors” in direct RNA sequencing data sets. These “errors” can be detected in the form of altered per-base qualities, mismatch frequencies and deletion frequencies at the modified site. We find that the method accurately detects modifications both in vitro (90% accuracy) and in vivo (87% accuracy), with an overall recovery of 32% of known sites. Despite the promising results, it is important to note, however, that the current method presents several limitations as well as ample room for improvement. Firstly, our current algorithm does not predict RNA modifications in individual RNA molecules, but rather employs information from all the reads mapping to a specific site to determine whether a given position is modified or unmodified. Secondly, our algorithm does not distinguish between different types of RNA modifications (e.g., m^1^A vs m^6^A). Future work will be needed to decipher whether different types of RNA modifications can be associated to distinct “error signatures”, which could be potentially used to identify the underlying RNA modification type. Thirdly, although m^6^A-modified RRACH k-mers globally display altered base qualities, mismatch frequencies and deletion frequencies, we should note that the contribution of each feature varies across different k-mers. For example, we find that the presence of m^6^A in GGACA and GGACT k-mers mainly affects the mismatch and deletion frequency, whereas in the case of GGACC, base quality and deletion frequency are the most altered features by the presence of m^6^A modifications (Supplementary Fig. 7). Future models that include k-mer specific training and testing could potentially improve the accuracy of prediction of modified sites, as well as reduce the number of false positives. In this regard, we expect that by making our m^6^A-modified and unmodified data sets publicly available — both base-called fastq and raw fast5 — these can be employed by the community to train different machine learning algorithms (e.g., signal-based machine learning, base-caller training, etc.), and thus lead to improved m^6^A RNA modification base-callers for the whole community.

Overall, our results show that base-calling “errors” can be used as an accurate and computationally simple solution to identify m^6^A modifications, which does not require the manipulation of raw current intensities or squiggle alignments. Moreover, we extend our findings to an in vivo system, showing that our algorithm can capture m^6^A-dependent changes that are present in wild-type SK1 yeast strains, while these are not observed in their *ime4*∆ counterparts. Future work will be needed to achieve single read RNA modification detection, as well as to expand our findings to other RNA modifications.

## Methods

### Synthetic sequence design

Sequences were designed such that they would include all possible 5-mers, while minimizing the secondary RNA structure. For this aim, we employed the software *curlcake* (http://cb.csail.mit.edu/cb/curlcake/), which internally uses RNAshapes version 2.1.6 (http://bibiserv.techfak.uni-bielefeld.de/rnashapes) to predict RNA secondary structure. The final output sequence given by the software was ~10 kb long. For synthesis purposes, a total of four sequences were designed by splitting the 10 kb sequence into smaller sequences of slightly different size (2329, 2543, 2678, and 2795 bp, which we named “Curlcake 1”, “Curlcake 2”, “Curlcake 3”, and “Curlcake 4”, respectively). Each sequence was designed with an internal strong T7 polymerase promoter, an additional BamHI site at the end of the sequence, and with all EcoRV and BamHI sites removed from the sequence (Supplementary Note 1). All four sequences were synthesized and cloned in pUC57 vector using blunt EcoRV by General Biosystems. Plasmids were double digested O/N with EcoRV-BamHI-HF, and DNA was extracted with Phenol-Chloroform followed by EtOH precipitation. Plasmid digestion was confirmed by agarose gel. Digestion product quality was assessed with Nanodrop before proceeding to in vitro transcription.

### In vitro transcription, capping and polyadenylation

In vitro transcribed (IVT) sequences were produced using the Ampliscribe™ T7-Flash™ Transcription Kit (Lucigen-ASF3507), using 1 µg of purified digestion product as starting material, following the manufacturer’s recommendations. ATP was replaced by *N*^6^-methyladenosine-5′-triphosphate(m^6^ATP) (Trilink-N-1013;) for the IVT reaction of m^6^A-modified RNA. IVT reaction was incubated for 4 h at 42 °C. IVT RNA was then incubated with DNAse I (Lucigen), followed by purification using the RNeasy Mini Kit (Qiagen-74104). Integrity and quality of the RNA was determined using Agilent 4200 Tapestation, to ensure that a single product band of the correct size had been produced for each IVT product (Supplementary Fig. 8). Each IVT product was 5′ capped using vaccinia capping enzyme (NEB-M2080S) following the manufacturer’s recommendations. The capping reaction was incubated for 30 min at 37 °C. Capped IVT products were purified using RNAClean XP Beads (Beckman Coulter-A66514). Poly(A)-tailing was performed using *E. coli* Poly(A) Polymerase (NEB-M0276S), following the manufacturer’s recommendations. Poly(A)-tailed RNAs were purified using RNAClean XP beads, and the addition of poly(A)-tail was confirmed using Agilent 4200 Tapestation (Supplementary Fig. 8). Concentration was determined using Qubit Fluorometric Quantitation. Purity of the IVT product was measured with NanoDrop 2000 Spectrophotometer (Supplementary Table 5).

### Yeast culturing

Sk1 strains used in this study were SAy841 comprising a deletion of NDT80 (hereafter, referred to as “wild-type”), and SAy966, in which both NDT80 and IME4 were deleted (hereafter, referred to as “*ime4*∆”). These strains are characterized in Agarwala et al.^43^. 

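In the deposited counts, the feature named IME4 (YGL192W) had 0, 1 and 1 counts in wild-type replicates 1, 2 and 3 and 0, 0 and 1 counts in *ime4∆* replicates 1, 2 and 3. As CPM, which are counts scaled to a common library size with edgeR's TMM factors, this was 3.06 ± 2.89 CPM (SD, n = 3) in wild type and 0.961 ± 1.66 CPM (SD, n = 3) in *ime4∆*, which did not differ by a two-sided exact permutation test (p = 0.4; the smallest p that 3 libraries against 3 allow is 0.1). On the same scale, 3 counts, taken as the smallest level that a library can show, lay between 8.65 and 17.2 CPM, and the feature lay below it in both strains, so that it cannot be used to check which libraries carry the deletion. NDT80 (YHR124W), which is deleted in both strains, was listed at 17, 1 and 4 counts in wild type and at 13, 9 and 15 counts in *ime4∆*. Its log2 fold change of *ime4∆* over wild type was 0.87 (standard error 0.50, adjusted p = 0.229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, it was 1.01 (adjusted p = 0.0456 from the same test). That fit gave far smaller adjusted p for other features at nearly the same fold changes (under Results flagged for a closer look). Because NDT80 is deleted in both strains, these values may not describe its transcripts (under Other observations). Among its neighbours, EPT1 (YHR123W) had a log2 fold change of -0.66 (standard error 0.31, adjusted p = 0.140 from the same test), and YHR125W did not pass the filter on low counts.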

To induce synchronous meiotic entry, cells were grown for 24 h in 1% yeast extract, 2% peptone, 4% dextrose at 30 °C, diluted in BYTA (1% yeast extract, 2% tryptone, 1% potassium acetate, 50 mM potassium phthalate) to OD600 = 0.2 and grown for another 16 h at 30 °C, 200 rpm. Cells were then washed twice with water and resuspended in SPO (0.3% potassium acetate) at OD600 = 2.0 and incubated at 30 °C at 190 rpm. Cells were isolated from SPO following 5 h and collected by 2 min centrifugation at 3000 × *g*. Pellets were snap frozen and stored at −80 °C for RNA extraction. Three independent biological replicates for each strain were collected.

### Yeast mRNA preparation

Yeast total RNA samples were prepared using a modified protocol of nucleospin® 50RNA kit (Macherey-Nagel, cat 740955.50). Specifically, cells lysis was done in a 1.5 ml tube by adding 450 µl of lysis buffer containing 1 M sorbitol (SIGMA-ALDRICH), 100 mM EDTA and 0.45 µl lyticase (10 U/µl). The sample was incubated in 30 °C for 30 min to break the cell wall, centrifuged for 10 min at 800 × *g*, and the supernatant was removed. From this stage, extraction proceeded as in the protocol of the nucleospin® 50RNA kit, only substituting β-mercaptoethanol with DTT. Enrichment of polyadenylated RNA from total RNA was performed using the Oligo (dT) dynabeads mRNA-DIRECT kit (Thermo Scientific, 61012) for small mRNA amounts.

### Direct RNA library preparation and sequencing

RNA library for direct RNA Sequencing (SQK-RNA001) was prepared following the ONT Direct RNA Sequencing protocol version DRS_9026_v1_revP_15Dec2016. Briefly, 800 ng of Poly(A)-tailed and capped IVT RNA — in the case of curlcakes — or 500 ng of yeast polyA + RNA were ligated to ONT RT Adapter using concentrated T4 DNA Ligase (NEB-M0202T), and was reverse transcribed using SuperScript III Reverse Transcriptase (Thermo Fisher Scientific-18080044). The products were purified using 1.8X Agencourt RNAClean XP beads (Fisher Scientific-NC0068576), washing with 70% freshly prepared ethanol. RNA Adapter (RMX) was ligated onto the RNA:DNA hybrid, and the mix was purified using 1X Agencourt RNAClean XP beads, washing with Wash buffer twice. The sample was then eluted in elution buffer and mixed with RNA running buffer (RRB) prior to loading onto a primed R9.4.1 flow cell, and ran on a GridION (MinION for the second replicate) sequencer with MinKNOW acquisition software version v1.14.1 (v.1.15.1 for the second replicate in the curlcake experiment). The sequencing was performed in independent days and machines, with two biological replicates for each “curlcake” experiment condition (nonmodified and m^6^A-modified RNA, total of four flow cells). Each biological replicate and condition was sequenced independently in a different flow cell. For the in vivo analysis in *S. cerevisiae*, three biological replicates for each yeast strain (wild type and *ime4∆*) were sequenced, and each biological condition and replicate was sequenced in an independent flow cell (total of six flow cells).

### Base-calling, filtering, and mapping

Reads were locally base-called using Albacore 2.1.7 (ONT). Base-called reads were filtered using NanoFilt, a component from Nanopack with settings “-q 0 -headcrop 5 -tailcrop 3”, and mapped to the 4 synthetic sequences using minimap2 with the settings -ax map-ont. Mapped reads were then converted into mpileup format using Samtools version 1.4. Read basecalling and mapping metrics can be found in Supplementary Table 1 and Supplementary Table 3. For comparison, reads were also base-called with Albacore 2.3.4 and Guppy 2.3.1, finding that all base-callers showed increased mismatch frequencies in m^6^A-modified data sets (with the largest increased in A positions) and decreased qualities (Supplementary Fig. 6).

### Feature extraction

To extract per-site features (mean per-base quality, mismatch frequency, insertion frequency, and deletion frequency), BAM alignment files were converted to tab delimited format using sam2tsv from jvarkit. For each individual reference site, the mean quality of the aligned bases, the mismatch, insertion, and deletion frequency was computed using in-house scripts (available on github). To extract current intensity information from individual reads, the h5py (version 2.7.0) module in python was used to parse each individual fast5 file. Reference sequences were slided with a window size of 5 bp, and mean and standard deviation of current intensities was computed for each sliding window. All in-house python scripts used to extract the features described above are publicly available as part of *EpiNano* (github.com/enovoa/EpiNano).

### Machine learning

The set of extracted features of both m^6^A-modified and unmodified “curlcakes” was used as input to train a SVM. Initial training (75% of the sites) and testing (25%) of the SVM was performed with m^6^A-modified and unmodified curlcake reads from one replicate (rep1). Multiple kernels (“linear”, “poly”, and “rbf”) were compared, and the best performing kernel was retained. The model was validated on new sequencing runs of IVT m^6^A-modified and unmodified sequences (rep2), which had not been used for initial training or testing of the SVM. The reported accuracy values refer to the predictions on replicate 2. The code to extract the set of features for machine learning from fastq and fast5 reads, the code for building the SVM models, as well as the trained SVM models, are publicly available in github (github.com/enovoa/EpiNano). We should note that a limitation in utilizing IVT to generate all possible 5-mers is that 5-mers that contain more than one “A” will contain more than one modification in the k-mer, e.g., AGACC will in fact be m^6^AGm^6^ACC, which are unlikely to occur in a biological context. Therefore, 5-mers that contained more than one A have been excluded from the analyses, as well as from the training set. Accuracy of the model has been computed as the sum of correct m^6^A modification predictions — correctly predicted m^6^A-modified k-mers (TP) and correctly predicted unmodified k-mers (true negatives, TN) — divided by the total number of k-mers tested.

### Prediction of m^6^A modified sites in yeast using EpiNano

*EpiNano* was used to extract per-site features (mean per-base quality, mismatch frequency, insertion frequency, and deletion frequency) from the mapped BAM files of the six samples sequenced (WTrep1, WTrep2, WTrep3, ime4∆rep1, ime4∆rep2, and ime4∆rep3). m^6^A-modified RRACH sites with minimum coverage of 5 reads/site were kept and scored using the previously trained SVM model. 5-mers containing more than one “A” in the motif were discarded from downstream analyses, as these k-mers had not been included in the training sets (see above). A total of 61,163 sites were analyzed for each sample and replicate, from which 363 corresponded to “known” m^6^A-modified sites, which had been identified using Illumina sequencing^44^.

M^6^A modification scores for each site were computed by merging the SVM predicted probabilities across replicates. Specifically, if the probability being modified was >0.5 in all three biological replicates (s1, s2, and s3), the modification score (*M*) was set to 1. Otherwise, the modification score was determined by computing the mean of the probabilities (pseudocode 1). Modification scores were obtained for each site, both for wild-type and* ime4*∆ strains.

*Pseudocode 1*:

if (s1 ≥ 0.5 and s2 ≥ 0.5 and s3 ≥ 0.5):

*M* = 1

else:

*M* = (s1 + s2 + s3)/3

To classify a site as “m^6^A-modified” or “unmodified”, we compared the modification scores of each site, obtained for each of the two strains. Specifically, modification ratio was calculated by dividing the modification score of the wild-type strains (*M*_*wt*_) and the modification score of the *ime4*∆ strains (*M*_*ko*_). A site was considered to be modified if the modification ratio was >1.5 and the modification score in wild-type strains (*M*_*wt*_) was greater than 0.5 (pseudocode 2).

*Pseudocode 2*:

if (*M*_*wt*_/*M*_*ko*_) > 1.5 and *M*_*wt*_ > 0.5:

status = modified

else:

status = unmodified

Accuracy of the predictions was computed as the sum of correct m^6^A modification predictions — correctly predicted m^6^A-modified k-mers (TP) and correctly predicted unmodified k-mers (TN) — divided by the total number of k-mers tested (*n* = 61,163). Positive predictive value was computed by dividing the number correctly predicted m^6^A-modified k-mers (TP) by the total number of m^6^A-modified k-mers included in the analysis (*n* = 363). The performance of *EpiNano* on yeast *wt* and *ime4∆* samples can be found in Supplementary Table 4.

### Prediction of m^6^A modified sites using Tombo

We first ran *Tombo* version 1.5^22^ to align the raw signal and the base-called reads sequences (*tombo resquiggle*), both for wild type and *ime4*∆ samples. We then used the Tombo “canonical sample comparison” method (*tombo model_sample_compare*) to identify significant shifts in raw signals in paired data sets (*wt* and *ime4∆*) using the parameter -num-most-significant-stored 14,000,000 and -minimum-test-reads 1. M^6^A modification scores for each site were computed by merging the *Tombo* predicted probabilities across replicates. Specifically, if the probability being modified was >0.5 in all three biological replicates (s1, s2, and s3), the modification score (*M*) was set to 1, as previously done for *EpiNano*. Otherwise, the modification score was determined by computing the mean of the probabilities (pseudocode 1). A site was considered as modified if the modification score was >0.5. The performance of *Tombo* on yeast *wt* and *ime4∆* samples can be found in Supplementary Table 4.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information New

Peer Review File

Reporting Summary

Source Data

## Data Availability

All code used in this work is publicly available at github.com/enovoa/EpiNano. All FASTQ files data generated in this work have been made publicly available at the GEO database under the accession code GSE124309 (“curlcakes”) and GSE126213 (yeast wild type and *ime4*∆). Fast5 raw data have been made publicly available in SRA under the accession SRP174366. All other data are available from the authors upon reasonable request.

# Supplementary material for: Accurate detection of m6A RNA modifications in native RNA sequences
**Source:** Nat Commun. 2019 Sep 9;10:4079. doi: 10.1038/s41467-019-11713-9
**Supplement:** Supplementary file 1 — Supplementary Information New

**SUPPLEMENTARY INFORMATION**

Accurate detection of m6A RNA modifications

in native RNA sequences

Huanle Liu^1,2,$^, Oguzhan Begik^1,2,3,$^, Morghan C Lucas^1,4^, Jose Miguel Ramirez^1^, Christopher E. Mason^5,6,7^, David Wiener^8^, Schraga Schwartz^8^, John S. Mattick^2,3,#^, Martin A. Smith^3,9^ and Eva Maria Novoa^1,2,3,4*^

*

*

*

*

*

*

*

*^$^These authors contributed equally*

**SUPPLEMENTARY FIGURES**

**Supplementary Figure 1**. Replicability of the features extracted, when comparing across replicates (**A**) Comparison of features between m6A-modified datasets (replicate 1 and replicate 2) and m^6^A-unmodifed datasets (replicate 1 and replicate 2). Each dot corresponds to a different nucleotide of the synthetic constructs (n=9978) (**B**) Comparison of features and across datasets, comparing m6A-modified and unmodified datasets of replicate 1 (upper panels) and of replicate 2 (lower panels).

**Supplementary Figure 2**. Replicability of the base-called features of GGACU k-mers, for each position of the k-mers. Base-called features of m^6^A-modified datasets are depicted in red, whereas those from unmodified datasets are depicted in blue. Error bars indicate s.d.

**Supplementary Figure 3**. ROC curves of SVM trained with single features compared to combined features. Performance of each replicate is shown separately in each plot.

**Supplementary Figure 4**. Replicability of the direct RNA sequencing experiments across biological replicates, expressed as log counts for each gene. Each dot represents a gene, and the *ime4*gene has been highlighted in red. Correlation values shown correspond to Spearman’s rho.

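The features named around IME4 were counted as follows. YGL193C, on one side of IME4, had 0 counts in every library. COX13 (YGL191W), on the other side, had 171 ± 35.0 CPM (SD, n = 3) in wild type and 126 ± 11.8 CPM (SD, n = 3) in *ime4∆*, a log2 fold change of -0.46 (standard error 0.22, adjusted p = 0.147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). YGL188C, which 4 other listed features part from IME4 in the order of the systematic names, had 45, 28 and 58 counts in wild-type replicates 1, 2 and 3 and 0 counts in each of the 3 *ime4∆* libraries. It was the 1 feature of the 7071 with at least 10 counts in every wild-type library and 0 in every *ime4∆* library, and its fold change had an adjusted p of 7.64e-06 in the same test. On the scale of the natural logarithm of count plus 1, the feature named IME4 reached at most 0.693 in either strain.

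**Figure D2:**
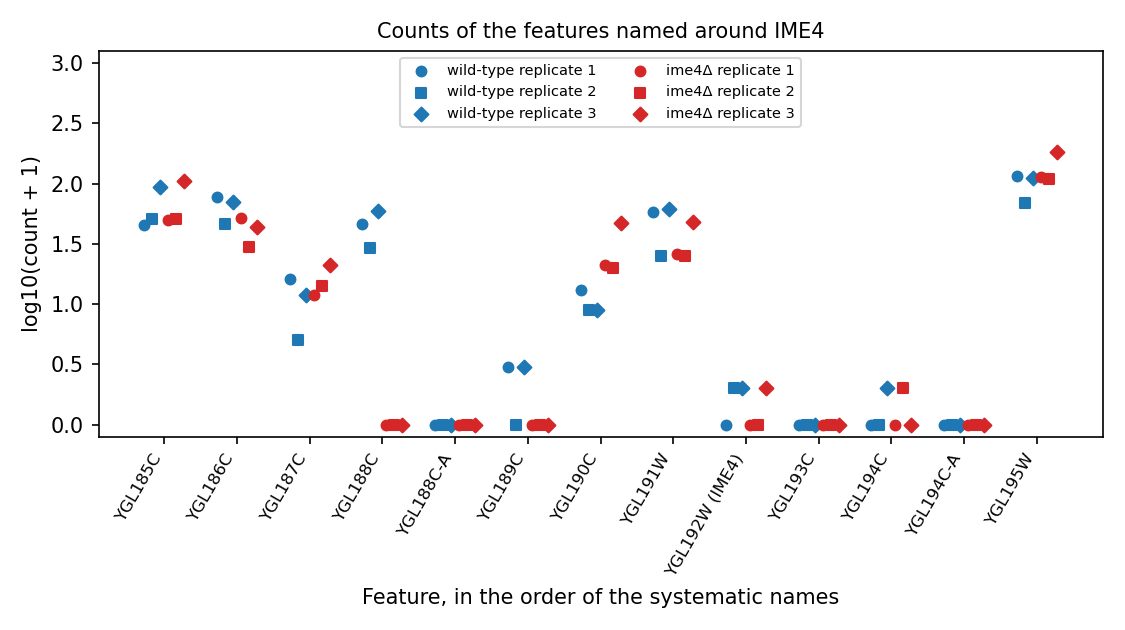
Counts of 13 features in the order of their systematic names, from YGL185C to YGL195W, on a log10 scale of count plus 1 (vertical axis). Each symbol is 1 library, wild type in blue and *ime4∆* in red, with a circle, square or diamond for replicates 1, 2 and 3. YGL188C lies at 28 to 58 counts in wild type and at 0 in *ime4∆*, and IME4 lies at 0 or 1 count in both strains.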

**Supplementary Figure 5**. Base-called features (base quality, insertion frequency and deletion frequency) of RRACH 5-mers known to contain m^6^A modifications (left panels) compared to those that are not known to contain m^6^A modifications (right panels). Only features corresponding to the modified nucleotide (position 0) are shown. Features extracted from *wt* yeast reads (m^6^A-modified) are shown in blue, whereas those from *ime4*∆ (unmodified) are shown in red. Error bars indicate s.d.

**Supplementary Figure 6**. SVM performance is dependent on per-site read coverage. (**A**) ROC curves depicting the effect of per-site read coverage in SVM performance (number of reads per-site tested: 1, 2, 3, 5, 10, 20, 30, 50, 100, 200 or 500). Different read coverages have been simulated by random subsampling of reads. For each simulated dataset, area under the curve (AUC) and the accuracy are shown. (**B**) Per-site read coverage in yeast wild-type (WT) and ime4∆ knock-out (KO) strains, for each biological replicate. The median coverage for all sites is depicted in red.

**Supplementary Figure 7.**  Comparison of base-called features at position 0 in two different RRACH k-mers (GGACA and GGACC). Base-called features from ime4∆ (red) and wild-type (blue) strains are shown, both in the form of boxplots and density histograms. Only known m^6^A-modified RRACH sites in *S. cerevisiae* have been included in these plots. Error bars indicate s.d.

**Supplementary Figure 8.** TapeStation output of the quality and quantity of the m^6^A-modified and unmodified *in vitro* transcribed products

**Supplementary Figure 9**. Comparison of base-called features using different base-calling algorithms: Albacore 2.1.7, Albacore 2.3.4 and Guppy 2.3.1. (**A, B, C**) Per-base quality scores, mismatch frequencies and deletion frequencies at position 0, comparing m^6^A-modified reads (blue) to unmodified reads (red), using either Albacore version 2.1.7 (A), Albacore version 2.3.4 (B) or Guppy 2.3.1 (C). (**D, E**) Comparison of mismatch frequencies at position 0, grouped by the reference nucleotide, both for unmodified datasets (D) and m^6^A-modified datasets (E). Mismatch frequencies at A positions are consistently increased in m^6^A-modified datasets, and for all three base-callers tested. Error bars indicate s.d.

**SUPPLEMENTARY TABLES**

**Supplementary Table 1.** Sequencing output and reads mapping metrics of the ‘curlcake2 datasets

|  | **Unmodified** | | **m^6^A-modified** | |
| --- | --- | --- | --- | --- |
| **Sample Type** | Rep1 | Rep2 | Rep1 | Rep2 |
| **No. of sequenced reads** | 66,736 | 846,595 | 134,374 | 638,860 |
| **No. of base-called reads** | 63,047 | 745,472 | 130,998 | 535,069 |
| **N50** | 1457 | 1981 | 1314 | 1596 |
| **Mean Quality** | 6.9 | 6.8 | 5.8 | 5.2 |
| **Total sequencing  throughput (Gb)** | 0.06 | 0.801 | 0.122 | 0.574 |
| **No. of base-called reads** | 63,047 | 745,472 | 130,998 | 535,069 |
| **No. of mapped reads** | 47, 341 | 603,054 | 11,839 | 93,434 |

**Supplementary Table 2.** Accuracy of EpiNano predictions in m6A motifs (RRACH), relative to control motifs (RR[CGT]CH), using different feature combinations, and for both replicates.

|  |  | m6A motif | | Control | |
| --- | --- | --- | --- | --- | --- |
|  |  | REP1 | REP2 | REP1 | REP2 |
| 1 feature | base quality (q) | 86.60 | 85.57 | 61.92 | 57.49 |
|  | mismatch_frequency (mis) | 73.71 | 72.68 | 50.09 | 50.65 |
|  | insertion frequency (ins) | 50.03 | 50.20 | 50.09 | 50.09 |
|  | deletion frequency (del) | 70.62 | 70.10 | 50.09 | 50.09 |
|  | Current intensity (curr) | 53.61 | 55.67 | 50.20 | 52.87 |
|  | Current stdev (stcurr) | 63.92 | 65.98 | 48.98 | 51.02 |
|  |  |  |  |  |  |
| 2 features | q+mis | 89.18 | 88.14 | 61.55 | 57.49 |
|  | q+del | 88.14 | 88.14 | 62.48 | 57.49 |
|  | q+Current | 85.05 | 86.08 | 67.28 | 58.60 |
|  | q+StCurrent | 89.18 | 87.11 | 62.66 | 54.34 |
|  |  |  |  |  |  |
| 3 features | q+mis+del | 90.72 | 88.66 | 60.63 | 59.89 |
|  | q+mis+curr | 86.60 | 88.14 | 69.87 | 59.15 |
|  | q+mis+stcurr | 89.69 | 88.14 | 66.36 | 59.15 |
|  |  |  |  |  |  |
| 4 features | q+mis+del+curr | 90.72 | 90.72 | 66.36 | 58.41 |
|  | q+mis+del+stcurr | 90.21 | 89.18 | 60.63 | 54.71 |
|  |  |  |  |  |  |
| 5 features | q+mis+del+curr+stcurr | 88.14 | 88.66 | 67.47 | 57.67 |

**Supplementary Table 3.** Sequencing statistics of *S. cerevisiae* polyA+ selected RNAs direct RNA sequencing runs, sequenced in biological triplicates.

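Each deposited file ends with the number of reads that fell on no feature, that fell on several features or that had a low mapping quality. Together with the counts on features, the lines of a file summed to between 235623 and 512800 reads, which is 98.0% to 98.3% of the number of mapped reads that the paper reports for the same library. In wild type, 73.8% ± 1.07 (SD, n = 3) of these reads were counted on a feature, 15.3% ± 1.63 were ambiguous between features and 8.80% ± 0.261 fell on no feature. In *ime4∆* the shares were 74.1% ± 1.75 (SD, n = 3), 14.8% ± 2.71 and 9.10% ± 0.780. The shares on a feature and ambiguous between features differed between the strains by less than the SD of either strain. The share on no feature differed by more than the SD of wild type and by less than that of *ime4∆*.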

| **Samples** | **No. sequenced  reads** | **No. basecalled  reads** | **No. mapped  reads** | **% basecalled** | **% mapped** | **No basecalled and re-squiggled reads** | **% basecalled and resquiggled** | **% lost due to re-squiggling** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| KO1 (ime4∆) | 695,082 | 536,225 | 322,122 | 77.15 | 60.07 | 286,486 | 41.22 | 35.93 |
| WT1 | 1,011,064 | 926,729 | 522,012 | 91.66 | 56.33 | 280,651 | 27.76 | 63.90 |
| KO2 (ime4∆) | 577,856 | 474,694 | 240,077 | 82.15 | 50.58 | 210,485 | 36.43 | 45.72 |
| WT2 | 632,529 | 526,035 | 249,694 | 83.16 | 47.47 | 236,652 | 37.41 | 45.75 |
| KO3 (ime4∆) | 943,961 | 861,001 | 466,702 | 91.21 | 54.20 | 360,600 | 38.20 | 53.01 |
| WT3 | 944,079 | 801,145 | 407,858 | 84.86 | 50.91 | 349,746 | 37.05 | 47.81 |
|  |  |  |  |  |  |  |  |  |
| SUM (ime4∆) | 2,216,899 | 1,871,920 | 1,028,901 | 84.44 | 54.97 | 857,571 | 38.68 | 45.76 |
| SUM (WT) | 2,587,672 | 2,253,909 | 1,179,564 | 87.10 | 52.33 | 867,049 | 33.51 | 53.59 |
| TOTAL | 4,804,571 | 4,125,829 | 2,208,465 | 85.87 | 53.53 | 1,724,620 | 35.90 | 49.98 |

**Supplementary Table 4**. Comparative algorithm performance for the prediction of m6A modification in yeast samples (wt and ime4∆), using sites identified by Illumina as ‘true positive’ set.

|  | **EPINANO v.1.0** | **TOMBO**  **v.1.5** |
| --- | --- | --- |
| **TP** | 117 | 220 |
| **FN** | 252 | 149 |
| **FP** | 7,198 | 18,370 |
| **TN** | 53,596 | 42,424 |
| **Total sites analyzed** | 61,163 | 61,163 |
| **Accuracy** | 0.88 | 0.70 |
| **Sensitivity (TPR)** | 0.32 | 0.60 |
| **Specificity (1-FPR)** | 0.88 | 0.70 |
| **Area Under Curve (AUC)** | 0.68 | 0.64 |

**Supplementary Table 5.** Quality and yield of the *in vitro* transcribed ‘curlcake’ RNAs sequenced

| IVT product | Replicate | Volume (ul) | Qubit Read (ng/ul) | 260/280 | 260/230 |
| --- | --- | --- | --- | --- | --- |
| Curlcake1 Unmodified | 1 | 10 | 520 | 2.52 | 3 |
| Curlcake 2 Unmodified | 1 | 10 | 467 | 2.56 | 3.11 |
| Curlcake 3 Unmodified | 1 | 10 | 335 | 2.66 | 3.4 |
| Curlcake 4 Unmodified | 1 | 10 | 590 | 2.49 | 2.72 |
| Curlcake1 m6A-modified | 1 | 10 | 429 | 1.82 | 2.8 |
| Curlcake 2 m6A-modified | 1 | 10 | 550 | 1.91 | 2.76 |
| Curlcake 3 m6A-modified | 1 | 10 | 580 | 1.84 | 2.8 |
| Curlcake 4 m6A-modified | 1 | 10 | 310 | 1.9 | 2.89 |
| Curlcake1 Unmodified | 2 | 10 | 372 | 2.1 | 2.79 |
| Curlcake 2 Unmodified | 2 | 10 | 328 | 2.09 | 2.31 |
| Curlcake 3 Unmodified | 2 | 10 | 302 | 2.17 | 2.49 |
| Curlcake 4 Unmodified | 2 | 10 | 304 | 2.13 | 2.46 |
| Curlcake1 m6A-modified | 2 | 10 | 204 | 1.8 | 2.62 |
| Curlcake 2 m6A-modified | 2 | 10 | 242 | 1.86 | 2.49 |
| Curlcake 3 m6A-modified | 2 | 10 | 200 | 1.85 | 2.48 |
| Curlcake 4 m6A-modified | 2 | 10 | 200 | 1.85 | 2.48 |

**SUPPLEMENTARY FILES**

**Supplementary Note 1.** Fasta sequences of the ‘curlcake’ constructs used in this work

Fasta sequences of Curlcakes

>cc6m_2244_t7_ecorv (Curlcake 1)

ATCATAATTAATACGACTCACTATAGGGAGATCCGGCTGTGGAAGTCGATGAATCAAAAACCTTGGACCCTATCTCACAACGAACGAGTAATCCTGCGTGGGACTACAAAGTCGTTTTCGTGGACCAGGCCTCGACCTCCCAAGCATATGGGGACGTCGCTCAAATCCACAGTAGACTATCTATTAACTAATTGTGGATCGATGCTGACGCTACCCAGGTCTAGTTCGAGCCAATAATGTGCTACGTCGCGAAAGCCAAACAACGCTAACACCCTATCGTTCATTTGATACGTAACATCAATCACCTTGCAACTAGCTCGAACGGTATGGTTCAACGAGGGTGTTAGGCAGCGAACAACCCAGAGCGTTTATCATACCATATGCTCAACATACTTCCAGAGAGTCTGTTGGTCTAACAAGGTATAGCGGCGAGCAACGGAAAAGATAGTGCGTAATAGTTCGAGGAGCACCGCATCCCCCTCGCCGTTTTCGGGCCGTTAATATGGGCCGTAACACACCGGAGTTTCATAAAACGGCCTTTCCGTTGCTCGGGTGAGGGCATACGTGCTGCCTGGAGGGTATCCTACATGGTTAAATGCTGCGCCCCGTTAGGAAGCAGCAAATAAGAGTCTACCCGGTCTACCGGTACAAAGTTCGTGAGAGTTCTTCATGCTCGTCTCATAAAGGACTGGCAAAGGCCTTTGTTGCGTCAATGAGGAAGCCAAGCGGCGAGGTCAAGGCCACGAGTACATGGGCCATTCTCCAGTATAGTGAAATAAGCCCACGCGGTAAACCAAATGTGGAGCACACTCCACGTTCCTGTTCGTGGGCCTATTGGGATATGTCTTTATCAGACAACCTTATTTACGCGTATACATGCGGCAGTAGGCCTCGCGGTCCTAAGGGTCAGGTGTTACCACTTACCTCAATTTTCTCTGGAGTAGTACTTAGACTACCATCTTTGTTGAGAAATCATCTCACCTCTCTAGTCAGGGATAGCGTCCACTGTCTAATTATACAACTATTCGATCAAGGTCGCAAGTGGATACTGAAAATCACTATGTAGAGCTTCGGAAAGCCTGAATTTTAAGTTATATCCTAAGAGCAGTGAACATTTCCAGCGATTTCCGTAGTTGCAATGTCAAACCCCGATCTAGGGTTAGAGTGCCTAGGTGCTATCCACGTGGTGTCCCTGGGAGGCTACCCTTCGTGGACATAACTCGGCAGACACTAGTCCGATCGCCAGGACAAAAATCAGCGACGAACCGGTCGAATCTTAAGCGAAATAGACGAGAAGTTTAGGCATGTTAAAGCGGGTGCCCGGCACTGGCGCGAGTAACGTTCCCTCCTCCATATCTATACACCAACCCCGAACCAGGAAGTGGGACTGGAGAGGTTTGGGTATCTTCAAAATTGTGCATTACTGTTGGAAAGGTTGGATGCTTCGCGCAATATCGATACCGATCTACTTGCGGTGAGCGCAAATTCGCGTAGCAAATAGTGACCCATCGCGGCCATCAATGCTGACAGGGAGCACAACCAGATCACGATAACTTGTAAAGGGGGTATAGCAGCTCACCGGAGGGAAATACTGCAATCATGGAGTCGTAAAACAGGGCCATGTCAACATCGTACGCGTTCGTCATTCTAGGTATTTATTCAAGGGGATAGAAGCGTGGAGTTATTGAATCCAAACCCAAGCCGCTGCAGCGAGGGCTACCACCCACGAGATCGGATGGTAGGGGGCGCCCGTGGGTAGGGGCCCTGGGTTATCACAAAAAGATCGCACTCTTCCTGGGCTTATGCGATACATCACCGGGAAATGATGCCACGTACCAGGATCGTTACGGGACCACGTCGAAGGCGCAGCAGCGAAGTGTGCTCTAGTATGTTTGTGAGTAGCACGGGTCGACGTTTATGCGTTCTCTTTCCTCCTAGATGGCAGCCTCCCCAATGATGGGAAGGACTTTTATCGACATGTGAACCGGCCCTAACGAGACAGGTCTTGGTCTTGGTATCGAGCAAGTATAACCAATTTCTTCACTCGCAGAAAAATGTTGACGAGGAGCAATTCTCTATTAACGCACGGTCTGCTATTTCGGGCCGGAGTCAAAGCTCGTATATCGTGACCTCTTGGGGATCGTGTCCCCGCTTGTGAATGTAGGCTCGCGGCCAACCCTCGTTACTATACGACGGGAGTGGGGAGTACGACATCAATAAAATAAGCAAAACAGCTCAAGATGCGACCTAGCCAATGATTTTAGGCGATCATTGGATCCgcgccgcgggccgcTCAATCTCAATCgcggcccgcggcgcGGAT

>cc6m_2459_t7_ecorv (Curlcake 2)

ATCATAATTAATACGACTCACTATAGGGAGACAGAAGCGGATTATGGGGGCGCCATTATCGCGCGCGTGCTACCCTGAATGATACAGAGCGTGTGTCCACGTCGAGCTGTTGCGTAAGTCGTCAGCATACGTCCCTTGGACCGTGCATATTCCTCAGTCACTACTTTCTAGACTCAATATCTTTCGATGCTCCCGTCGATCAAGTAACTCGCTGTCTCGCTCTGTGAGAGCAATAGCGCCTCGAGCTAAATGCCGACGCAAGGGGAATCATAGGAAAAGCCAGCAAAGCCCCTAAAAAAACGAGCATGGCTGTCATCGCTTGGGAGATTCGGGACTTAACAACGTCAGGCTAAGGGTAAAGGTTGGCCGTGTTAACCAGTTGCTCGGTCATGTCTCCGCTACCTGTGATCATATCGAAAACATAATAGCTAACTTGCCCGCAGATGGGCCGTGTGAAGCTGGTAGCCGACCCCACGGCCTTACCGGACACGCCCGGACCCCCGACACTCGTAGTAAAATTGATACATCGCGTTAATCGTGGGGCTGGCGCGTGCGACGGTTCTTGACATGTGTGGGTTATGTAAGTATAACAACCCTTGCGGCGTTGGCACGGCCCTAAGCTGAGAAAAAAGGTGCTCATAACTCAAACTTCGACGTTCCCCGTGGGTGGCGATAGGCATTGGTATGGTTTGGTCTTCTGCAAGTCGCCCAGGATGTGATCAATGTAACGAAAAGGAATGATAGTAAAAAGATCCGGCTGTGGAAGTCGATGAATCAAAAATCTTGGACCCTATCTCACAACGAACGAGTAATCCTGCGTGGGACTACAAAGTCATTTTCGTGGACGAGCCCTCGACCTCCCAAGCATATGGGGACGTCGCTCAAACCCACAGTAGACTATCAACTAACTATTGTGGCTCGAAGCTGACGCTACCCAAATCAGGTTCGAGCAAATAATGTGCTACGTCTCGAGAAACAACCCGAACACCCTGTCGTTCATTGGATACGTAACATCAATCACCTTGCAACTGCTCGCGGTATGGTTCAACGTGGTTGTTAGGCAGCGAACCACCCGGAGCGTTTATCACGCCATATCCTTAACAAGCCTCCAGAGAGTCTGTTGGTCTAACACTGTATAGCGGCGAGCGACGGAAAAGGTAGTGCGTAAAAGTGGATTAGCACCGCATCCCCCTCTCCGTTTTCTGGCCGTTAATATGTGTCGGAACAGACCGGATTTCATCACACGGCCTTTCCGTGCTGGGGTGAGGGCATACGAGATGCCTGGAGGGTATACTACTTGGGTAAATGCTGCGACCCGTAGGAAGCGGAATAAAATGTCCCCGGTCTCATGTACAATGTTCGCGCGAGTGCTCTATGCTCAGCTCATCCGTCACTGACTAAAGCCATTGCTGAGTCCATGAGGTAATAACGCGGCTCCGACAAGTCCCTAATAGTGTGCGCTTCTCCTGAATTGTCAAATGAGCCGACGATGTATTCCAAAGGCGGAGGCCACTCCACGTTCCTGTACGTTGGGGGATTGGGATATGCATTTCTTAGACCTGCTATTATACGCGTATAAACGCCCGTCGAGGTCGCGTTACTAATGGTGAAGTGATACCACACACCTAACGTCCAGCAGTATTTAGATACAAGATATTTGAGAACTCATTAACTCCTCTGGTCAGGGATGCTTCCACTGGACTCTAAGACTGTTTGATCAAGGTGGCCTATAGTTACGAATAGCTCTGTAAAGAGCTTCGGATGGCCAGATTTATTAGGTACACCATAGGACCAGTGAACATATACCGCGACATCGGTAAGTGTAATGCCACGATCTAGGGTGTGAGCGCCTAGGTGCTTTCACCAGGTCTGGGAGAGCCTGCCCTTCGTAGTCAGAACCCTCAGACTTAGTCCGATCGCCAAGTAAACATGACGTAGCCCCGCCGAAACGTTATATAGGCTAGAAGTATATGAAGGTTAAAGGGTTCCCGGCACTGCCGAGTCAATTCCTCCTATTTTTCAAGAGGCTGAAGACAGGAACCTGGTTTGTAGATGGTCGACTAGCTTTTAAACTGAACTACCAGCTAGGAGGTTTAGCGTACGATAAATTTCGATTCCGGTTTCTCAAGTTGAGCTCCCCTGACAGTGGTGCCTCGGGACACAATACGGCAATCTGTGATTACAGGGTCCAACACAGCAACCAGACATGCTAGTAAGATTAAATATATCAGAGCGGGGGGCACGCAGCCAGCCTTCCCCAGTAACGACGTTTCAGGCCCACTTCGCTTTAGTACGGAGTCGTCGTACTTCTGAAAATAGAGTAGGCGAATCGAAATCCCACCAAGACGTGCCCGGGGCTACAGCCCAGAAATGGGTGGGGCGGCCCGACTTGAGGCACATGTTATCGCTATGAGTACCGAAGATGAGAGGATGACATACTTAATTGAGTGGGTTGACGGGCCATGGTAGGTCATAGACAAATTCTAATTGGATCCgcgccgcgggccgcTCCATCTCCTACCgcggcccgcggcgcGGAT

>cc6m_2595_t7_ecorv (Curlcake 3)

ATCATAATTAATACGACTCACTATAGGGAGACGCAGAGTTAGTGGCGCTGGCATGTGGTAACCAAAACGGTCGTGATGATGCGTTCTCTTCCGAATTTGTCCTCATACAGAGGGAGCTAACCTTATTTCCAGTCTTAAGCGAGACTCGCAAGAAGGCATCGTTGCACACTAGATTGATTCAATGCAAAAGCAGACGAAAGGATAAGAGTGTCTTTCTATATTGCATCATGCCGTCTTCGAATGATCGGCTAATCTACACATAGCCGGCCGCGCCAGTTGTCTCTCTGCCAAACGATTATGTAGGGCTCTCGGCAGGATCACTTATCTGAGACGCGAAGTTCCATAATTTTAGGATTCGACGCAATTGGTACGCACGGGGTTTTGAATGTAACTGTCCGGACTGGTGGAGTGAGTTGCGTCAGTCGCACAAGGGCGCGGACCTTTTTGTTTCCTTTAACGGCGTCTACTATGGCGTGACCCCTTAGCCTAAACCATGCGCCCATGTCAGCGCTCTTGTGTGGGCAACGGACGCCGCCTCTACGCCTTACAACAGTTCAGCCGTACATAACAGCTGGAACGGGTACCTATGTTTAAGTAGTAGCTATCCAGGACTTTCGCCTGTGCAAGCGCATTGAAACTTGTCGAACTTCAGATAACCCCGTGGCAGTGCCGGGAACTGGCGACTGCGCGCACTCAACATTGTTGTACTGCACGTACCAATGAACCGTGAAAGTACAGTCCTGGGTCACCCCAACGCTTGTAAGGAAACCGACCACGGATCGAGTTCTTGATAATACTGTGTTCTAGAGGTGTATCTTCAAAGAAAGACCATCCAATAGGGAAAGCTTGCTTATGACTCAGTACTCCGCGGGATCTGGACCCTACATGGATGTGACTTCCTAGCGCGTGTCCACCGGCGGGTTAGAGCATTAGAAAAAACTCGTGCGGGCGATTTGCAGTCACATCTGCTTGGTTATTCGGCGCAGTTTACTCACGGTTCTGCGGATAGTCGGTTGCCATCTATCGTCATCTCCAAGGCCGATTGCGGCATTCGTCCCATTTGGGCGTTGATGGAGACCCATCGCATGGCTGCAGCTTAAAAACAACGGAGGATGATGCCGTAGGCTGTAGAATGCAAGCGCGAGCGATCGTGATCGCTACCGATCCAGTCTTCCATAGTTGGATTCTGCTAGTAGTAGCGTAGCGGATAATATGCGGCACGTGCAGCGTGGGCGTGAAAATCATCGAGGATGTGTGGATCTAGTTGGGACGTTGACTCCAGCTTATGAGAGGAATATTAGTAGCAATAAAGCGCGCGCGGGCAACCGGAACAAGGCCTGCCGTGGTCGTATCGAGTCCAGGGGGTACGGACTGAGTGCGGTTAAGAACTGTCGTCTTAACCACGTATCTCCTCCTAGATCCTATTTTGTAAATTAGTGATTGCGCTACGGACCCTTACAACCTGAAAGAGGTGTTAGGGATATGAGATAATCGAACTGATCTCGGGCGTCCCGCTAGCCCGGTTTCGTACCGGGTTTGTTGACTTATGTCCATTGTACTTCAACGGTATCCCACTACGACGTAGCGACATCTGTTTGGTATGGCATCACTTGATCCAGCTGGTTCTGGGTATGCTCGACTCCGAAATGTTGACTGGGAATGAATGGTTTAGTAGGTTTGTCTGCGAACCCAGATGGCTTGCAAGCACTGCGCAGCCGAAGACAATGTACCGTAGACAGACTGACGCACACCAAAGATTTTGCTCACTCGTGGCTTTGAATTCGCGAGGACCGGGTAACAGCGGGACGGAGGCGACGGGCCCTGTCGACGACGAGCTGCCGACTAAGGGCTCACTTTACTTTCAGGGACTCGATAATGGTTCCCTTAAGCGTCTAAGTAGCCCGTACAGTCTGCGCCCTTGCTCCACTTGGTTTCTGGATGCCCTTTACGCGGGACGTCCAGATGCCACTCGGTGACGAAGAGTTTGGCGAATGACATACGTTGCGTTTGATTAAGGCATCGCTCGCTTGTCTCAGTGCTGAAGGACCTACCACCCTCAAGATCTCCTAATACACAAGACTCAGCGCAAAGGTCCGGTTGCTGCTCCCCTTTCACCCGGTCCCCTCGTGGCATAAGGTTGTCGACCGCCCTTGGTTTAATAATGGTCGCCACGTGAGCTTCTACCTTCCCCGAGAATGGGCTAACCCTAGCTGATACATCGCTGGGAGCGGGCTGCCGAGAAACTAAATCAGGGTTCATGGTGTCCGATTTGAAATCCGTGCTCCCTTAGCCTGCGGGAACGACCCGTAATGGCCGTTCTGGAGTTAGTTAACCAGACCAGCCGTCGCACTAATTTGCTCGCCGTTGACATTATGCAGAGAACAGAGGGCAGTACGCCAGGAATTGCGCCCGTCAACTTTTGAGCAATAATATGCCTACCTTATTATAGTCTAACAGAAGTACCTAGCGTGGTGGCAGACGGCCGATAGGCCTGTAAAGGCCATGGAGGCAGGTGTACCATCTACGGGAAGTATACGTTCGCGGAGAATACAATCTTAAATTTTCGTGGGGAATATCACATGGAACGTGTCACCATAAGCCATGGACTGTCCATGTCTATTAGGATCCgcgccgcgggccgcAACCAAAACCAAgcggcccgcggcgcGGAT

>cc6m_2709_t7_ecorv (Curlcake 4)

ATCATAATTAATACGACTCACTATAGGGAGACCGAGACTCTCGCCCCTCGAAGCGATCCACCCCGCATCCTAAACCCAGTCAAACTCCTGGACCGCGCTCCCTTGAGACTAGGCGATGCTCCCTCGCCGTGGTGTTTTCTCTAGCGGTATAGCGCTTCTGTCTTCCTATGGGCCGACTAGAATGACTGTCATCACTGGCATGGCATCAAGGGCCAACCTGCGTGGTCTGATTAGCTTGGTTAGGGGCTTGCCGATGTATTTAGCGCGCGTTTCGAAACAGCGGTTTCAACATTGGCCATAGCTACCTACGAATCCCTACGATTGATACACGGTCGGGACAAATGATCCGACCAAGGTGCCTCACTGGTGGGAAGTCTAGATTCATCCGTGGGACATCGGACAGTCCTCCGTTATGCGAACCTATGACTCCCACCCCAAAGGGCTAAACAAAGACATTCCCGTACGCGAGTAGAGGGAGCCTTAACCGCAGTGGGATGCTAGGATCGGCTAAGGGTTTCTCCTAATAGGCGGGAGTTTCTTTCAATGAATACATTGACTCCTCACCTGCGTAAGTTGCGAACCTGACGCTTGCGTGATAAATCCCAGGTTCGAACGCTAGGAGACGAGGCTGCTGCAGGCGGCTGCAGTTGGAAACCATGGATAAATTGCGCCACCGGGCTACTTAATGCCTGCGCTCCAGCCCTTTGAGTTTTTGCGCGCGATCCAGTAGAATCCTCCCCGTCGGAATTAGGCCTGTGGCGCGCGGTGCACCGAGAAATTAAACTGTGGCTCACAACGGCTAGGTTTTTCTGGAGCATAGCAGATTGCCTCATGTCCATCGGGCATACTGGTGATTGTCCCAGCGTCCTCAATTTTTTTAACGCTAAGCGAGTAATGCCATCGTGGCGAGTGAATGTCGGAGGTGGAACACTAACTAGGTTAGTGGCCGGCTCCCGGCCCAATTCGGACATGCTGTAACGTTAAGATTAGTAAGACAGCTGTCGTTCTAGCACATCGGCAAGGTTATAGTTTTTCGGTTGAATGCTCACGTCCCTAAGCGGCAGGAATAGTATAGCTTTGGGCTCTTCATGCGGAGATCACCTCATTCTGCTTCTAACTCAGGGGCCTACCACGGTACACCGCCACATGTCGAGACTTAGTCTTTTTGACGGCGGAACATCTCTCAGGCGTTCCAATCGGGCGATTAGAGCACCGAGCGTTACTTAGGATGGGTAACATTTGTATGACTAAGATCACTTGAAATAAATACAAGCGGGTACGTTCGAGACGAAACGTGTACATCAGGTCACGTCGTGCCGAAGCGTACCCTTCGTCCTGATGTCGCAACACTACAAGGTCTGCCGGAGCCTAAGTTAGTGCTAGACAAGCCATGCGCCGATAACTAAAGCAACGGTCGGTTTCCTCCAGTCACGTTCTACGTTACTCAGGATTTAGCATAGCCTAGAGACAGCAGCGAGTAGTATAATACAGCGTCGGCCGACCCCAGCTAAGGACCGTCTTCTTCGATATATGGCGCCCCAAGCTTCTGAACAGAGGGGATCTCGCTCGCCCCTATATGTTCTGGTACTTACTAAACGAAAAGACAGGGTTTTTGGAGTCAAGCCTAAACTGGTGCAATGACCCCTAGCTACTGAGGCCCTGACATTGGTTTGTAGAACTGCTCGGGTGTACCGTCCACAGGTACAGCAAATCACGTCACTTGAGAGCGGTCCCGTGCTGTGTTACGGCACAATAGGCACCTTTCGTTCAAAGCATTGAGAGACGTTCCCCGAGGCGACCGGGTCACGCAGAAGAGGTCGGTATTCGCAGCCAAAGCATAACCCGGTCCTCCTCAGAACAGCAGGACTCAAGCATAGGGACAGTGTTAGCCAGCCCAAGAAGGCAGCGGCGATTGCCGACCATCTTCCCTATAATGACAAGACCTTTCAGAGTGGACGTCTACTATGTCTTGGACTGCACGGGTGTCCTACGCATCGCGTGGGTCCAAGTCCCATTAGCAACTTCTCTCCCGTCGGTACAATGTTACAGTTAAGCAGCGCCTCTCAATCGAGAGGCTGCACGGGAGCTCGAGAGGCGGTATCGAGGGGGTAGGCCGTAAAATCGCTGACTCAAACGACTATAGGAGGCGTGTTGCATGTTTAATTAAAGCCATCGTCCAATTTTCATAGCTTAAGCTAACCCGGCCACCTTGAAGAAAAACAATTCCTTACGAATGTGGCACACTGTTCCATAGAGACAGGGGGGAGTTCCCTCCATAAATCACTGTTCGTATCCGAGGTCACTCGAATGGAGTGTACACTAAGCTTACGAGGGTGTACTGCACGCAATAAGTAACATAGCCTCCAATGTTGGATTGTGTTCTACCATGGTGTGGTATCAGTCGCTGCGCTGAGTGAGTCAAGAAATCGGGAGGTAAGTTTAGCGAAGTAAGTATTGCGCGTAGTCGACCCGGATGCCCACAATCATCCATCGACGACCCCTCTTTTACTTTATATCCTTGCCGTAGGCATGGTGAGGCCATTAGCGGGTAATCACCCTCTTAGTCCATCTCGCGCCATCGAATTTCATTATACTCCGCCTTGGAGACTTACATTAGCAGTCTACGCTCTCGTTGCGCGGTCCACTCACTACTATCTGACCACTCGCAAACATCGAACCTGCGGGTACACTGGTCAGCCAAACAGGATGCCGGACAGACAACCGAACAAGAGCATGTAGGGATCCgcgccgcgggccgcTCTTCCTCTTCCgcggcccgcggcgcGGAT

# Supplementary material for: Accurate detection of m6A RNA modifications in native RNA sequences
**Source:** Nat Commun. 2019 Sep 9;10:4079. doi: 10.1038/s41467-019-11713-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

The software used for data collection and processing, including parameters and versions used, are described in the 'Methods' section of the manuscript. A github repository ('EpiNano') mentioned in the manuscript contains both custom code to process nanopore sequencing output, as well as links to the relevant third party softwares used in this study.

#### Data analysis

The software used for quality control, sequence alignment and variants detection are all open source tools and have been mentioned in the manuscript as well as the in the github repository. The custom code for data processing, as well as instructions on how to use it, have also been described in the github repository.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data that support the findings of this study have been deposited in NCBI Gene Expression Omnibus (GEO), with accession code GSE124309 and GSE126213. Data is currently deposited in 'private mode', but can be made accessible to reviewers and will be made publicly available once the study is published.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For synthetic sequences (Curlicakes), two control and treatment paired samples, making a total of four samples, were used in this study.<br>For in-vivo experiments (yeast), three wild-type and three lme4 KO , making a total of four samples, were used in this study |
| Data exclusions | ILw quality sequencing reads ends were trimmed prior to mapping. Non-basecalled reads (using albacore version 2.1.7) were also discarded.                                                                                                                                |
| Replication     | Two replicates of control V.S. treatments were used in this study for synthetic sequences (curlicakes)<br>Three replicates of wt V.S. ime4 ko were used in this study for in-vivo experiments                                                                            |
| Randomization   | Not applicable                                                                                                                                                                                                                                                           |
| Blinding        | Not applicable                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Saccharomyces cerevisiae                                                                                                                                                                                                                                                                                                                               |
| Wild animals            | Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals. |
| Field-collected samples | For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.                                                                                                     |
| Ethics oversight        | Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.                                                                                                                                                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

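PolyA(+) RNA of 2 SK1 yeast strains, wild type (*ndt80∆*) and *ime4∆* (*ndt80∆ ime4∆*), was collected after 5 h in SPO from 3 cultures of each strain, and each of the 6 libraries was read by direct RNA sequencing on its own flow cell. The paper's methods describe base-calling with Albacore, trimming with NanoFilt and mapping with minimap2, with no separate description of the mapping for yeast, and the authors deposited one file of read counts per library. The counts are whole numbers of reads per annotated feature, not normalized and not pooled over replicates. The paper's text names neither the yeast genome build and annotation nor the program that counted the reads. The closing summary lines carry the names that htseq-count gives them.

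The counts were analysed as deposited. Features were compared by Spearman's rho between libraries, over the 5706 features with at least 1 count in at least 1 library. Differences between the strains were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, the default filter of filterByExpr, which kept 3231 features, and the quasi-likelihood test without robust estimation), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The standard error of a log2 fold change is its size divided by the square root of its F statistic. Figures were drawn with matplotlib 3.10.9, and rank correlations were computed with scipy 1.17.1. On counts simulated from the means, library sizes and dispersions of the real libraries, with 200 of the features changed, the test called 95% of the features changed by 2 on the log2 scale and 85% of all changed features, and 5.03% of its calls were wrong. On simulated counts with nothing changed it called 0 of 3231 features.

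Depth lay between 177675 and 372270 counts on features per library, so that 3 counts correspond to 8.65 to 17.2 CPM on the TMM scale of all CPM values given. Intervals and such floors cover counting error only.

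The replicate numbers 1 to 3 are shared by the strains in the sample labels, and the paper's account of its Tombo comparison speaks of paired data sets of the strains without saying whether cultures or runs were paired. The main test therefore ignores the numbers, and a test with the replicate number as a block is given beside it. The alternatives were DESeq2 1.42.0, edgeR's RLE normalization, library size alone, no filter, a minimum of 10 counts in every library, downsampling to the smallest library and leaving out each library in turn. For rho they were other sets of features and Pearson's r on log2(count + 1). One alternative, rho over all 7071 listed features, was chosen after seeing the data. A list of 27 early meiotic genes was written before the data were examined. Its median log2 fold change was set against 10000 random lists matched on mean expression in 20 bins.

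Genes named in the text follow a rule written before the data were examined. They are the deleted genes IME4 and NDT80, the regulators IME1, IME2 and RME1, the nearest annotated gene on each side of IME4 and NDT80, and the 3 largest rises and 3 largest falls among features with an adjusted p under 0.05 whose CPM separates the strains completely. A gene list used only to check the feature names was chosen after seeing the counts. Gene names and neighbours come from the RefSeq annotation of the R64 assembly, in which 6006 of 7071 names matched, and none of its coordinates are given, because the build behind the files is not known. The tests of the feature names used its gene lengths and the distances between its genes. Base-called features, modification scores and per-site measurements were not analysed here.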

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

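The tests of abundant features, feature length, replicate batches, mislabelling, a library in the wrong strain and an exchange of libraries, and the count of other splits for the early meiotic list, were chosen only after the results were seen. The other tests and the alternatives, except rho over all 7071 listed features, were set before the data were examined.

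The paper uses the per-gene counts for the correlations between libraries, within and between the strains, and its text gives no test of single genes between the strains. Of the 3231 features tested, 784 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 399 higher and 385 lower in the libraries labelled *ime4∆*. With the replicate number as a block, 1027 features passed in the same test, 520 higher and 507 lower. The adjusted p of YKR045C and YLR152C was 5.9e-86 and 5.3e-67 with the block, against 8.4e-06 and 2.1e-06 without it. Their log2 fold changes, 3.09 and 2.80 with the block, hardly moved. The fits therefore differ in their estimate of variance, so the rise in number alone is no evidence of batches. The deviations of same-numbered libraries from their strain means correlated with a mean r of 0.174 across 2551 features. The mean for libraries with different numbers, -0.0853, largely follows from the first because deviations from a strain mean sum to 0. Among features whose CPM separated the strains completely, the 3 largest rises were YKR045C, with a log2 fold change of 3.08 (standard error 0.30), LOH1, with 3.02 (standard error 0.31), and YLR152C, with 2.80 (standard error 0.21). The 3 largest falls were YGL188C, which had no counts in *ime4∆* and whose log2 fold change of -8.42 depends on the prior count that edgeR adds, PFS1, with -2.22 (standard error 0.33), and COS7, with -2.18 (standard error 0.40). COS7 belongs to a family of similar genes, between which the counting could have split reads. For each of these, all 3 libraries of one strain lay above all 3 of the other. IME1, IME2 and RME1 had log2 fold changes of -0.03, 0.63 and -0.26 (adjusted p = 0.924, 0.178 and 0.531), and none of these adjusted p was under 0.05. The feature names are in doubt (under Other observations), so values given here for named features may not describe the transcripts of those genes.

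Of the 10 splits of the 6 libraries into 3 and 3, the 4 that part all same-numbered pairs are comparable, and only 1 of these 4, the real one, gave as many features. The other 6 splits keep same-numbered libraries together for all but 1 pair. None of the 9 splits other than the real one gave a feature with an adjusted p under 0.05, and between 21 and 202 features in them had an unadjusted p under 0.05, against 1152 in the real split. Each of these 9 splits mixes the strains, so a difference that follows the labels adds to the spread within groups and shrinks between them. Few features are therefore expected in them whether or not the grouping was fortuitous. With so few splits, the share cannot fall below 0.1 whatever the data, so the count of splits is no test of a fortuitous grouping at the 0.05 level. Library depth was tested by downsampling, after which 653 features passed, and the totals of the strains overlapped. The 10 most abundant features took at most 9.51% of a library's counts, with overlapping shares in the 2 strains. The Spearman rho of the log2 fold change with feature length was 0.00810 over the 3125 of the 3231 features with a known length. These are the lengths of the genes named. With the names in doubt, this rho does not exclude an effect of transcript length. The number of features rose to 1027 with the replicate number as a block. Each number occurs once in each strain, so batches shared by the strains are balanced in the comparison, and this fit does not test batches that differed between the strains. GC content was not tested, because the sequence behind each feature name is in doubt (under Other observations). IME4 itself does not check the labels, with 2 counts in all 3 wild-type libraries together. A single library in the wrong strain would be expected to resemble the other strain, and the lowest rho within a strain was above the highest between the strains by 0.00184. This gap changed sign after downsampling (-0.000331) and over all listed features (-0.00245), so rho alone does not settle it. The 9 other splits are the 9 ways to exchange 1 library of each strain, and they gave at most 0 features with an adjusted p under 0.05, against 784 with the labels as given, so such an exchange does not account for the difference. A swap of the labels of whole strains would show in neither test. YGL188C may hold reads of IME4 (under Other observations). It had 45, 28 and 58 counts in wild-type replicates 1, 2 and 3 and 0 in each *ime4∆* library. If it does hold them, these counts argue against a swap of whole strains and against a single misplaced library. YGL188C was picked because its counts follow the labels, however, so they are no independent check of the labels. A difference in expression between the strains may be biological. On counts simulated with nothing changed, the test called 0 of 3231 features, so independent variation of single libraries does not account for the 784. Since 1 of 4 comparable splits is the least that this design can give, a fortuitous grouping of the libraries is not excluded. Batches that differed between the strains were not tested. A biological difference therefore remains a hypothesis that cannot be told apart from such a grouping and such batches. With the names in doubt, effects of transcript length or GC content also remain open. A swap of whole strains would reverse the direction of each change but would not remove the difference.

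All 27 genes of the early meiotic list were found among the feature names, and 21 were tested. Their median log2 fold change was -0.40, against a median of 0.02 for all tested features. The share of 10000 expression-matched random lists with a median as far from 0 was 0.0059, so the expression level of the listed genes did not account for the shift. Of the 21 genes, 12 had a lower value in *ime4∆*, 9 of them with an adjusted p under 0.05, and 2 were higher with an adjusted p under 0.05. With each library left out in turn, the median nearest to 0 was -0.27, which kept its sign and 0.686 of its size, above the limit of 0.5 set for this test. With the replicate number as a block, the median was -0.38. Of the 4 comparable splits, 1, the real one, gave a median as far from 0, and the medians of the other 9 splits lay between -0.16 and 0.13. Those splits mix the strains, so smaller shifts are expected in them whether or not the grouping was fortuitous. A lower level of early meiotic transcripts in *ime4∆* is one possible explanation. It rests on feature names that may not match the transcripts, since ribosomal protein features had a mean percentile of only 40.6 (under Other observations). The 27 listed genes had a mean percentile of 67.3, against 52.6 for length-matched lists (two-sided permutation p = 0.0024). This argues against a displacement of all their names, but not of some. The 4 comparable splits are too few to tell a lower level of these transcripts apart from a fortuitous grouping.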

How the results depend on the processing

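With DESeq2, 504 features passed in place of 784, 244 of them higher in *ime4∆* in place of 399. Requiring an absolute log2 fold change of at least 1 left 327 features. The replicate block gave 1027, library size alone 795, RLE normalization 782, no filter 890, a minimum of 10 counts in every library 650 and downsampling 653. Library size alone also moved the balance, with 495 features higher and 300 lower in *ime4∆*, in place of 399 and 385. Across the 6 fits that each left out one library, the number ranged from 558 to 782 features. The cause of these changes was not tested.

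The median log2 fold change of the early meiotic list stayed below 0 in every alternative. With library size alone in place of TMM it was -0.29 and 0.0533 of the random lists were as far from 0, and that setting also moved the median of all features to 0.12. Across the 6 fits that each left out one library, the median ranged from -0.40 to -0.27, and without *ime4∆* replicate 1 or 3 the share of random lists as far from 0 rose to 0.0597 and 0.0605. With the other alternatives the share stayed below 0.05. The cause of these changes was not tested.

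The mean rho moved by more than the spread between pairs under several alternatives. With a minimum of 10 counts in every library it was 0.937 within wild type, 0.929 within *ime4∆* and 0.848 between the strains. After downsampling it was 0.946, 0.953 and 0.931. With a minimum of 1 count in every library the value between the strains was 0.913. Across the 6 fits that each left out one library, the mean rho ranged from 0.953 to 0.960 within wild type, from 0.954 to 0.963 within *ime4∆* and from 0.936 to 0.944 between the strains. The excess of the rho within strains over that between strains kept its sign in every alternative, from 0.00974 over all 7071 features, a set chosen after seeing the data, to 0.0848 with a minimum of 10 counts. The cause of these changes was not tested.

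IME4 did not pass the filter of the main test and has no log2 fold change in it. Without a filter the value was -0.76 (adjusted p = 0.841). The other alternatives kept a filter and gave no value for IME4. The log2 fold change of IME1 changed sign with library size alone (0.072) and ranged from -0.14 to 0.076 across the 6 fits that each left out one library, and that of RME1 changed sign after downsampling (0.047). NDT80 passed the threshold with the replicate block, at 1.01, and without wild-type replicate 1, at 2.14. The other named features kept their direction and their side of the threshold wherever they were tested. With depths of 177675 to 372270 counts, features with few counts, IME4 and YHR125W among them, did not pass the filter of the main test. Without a filter, YHR125W had a log2 fold change of 0.77 (adjusted p = 0.355).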

Differences from the paper's values

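The lowest rho between replicates of a strain was 0.954, against the paper's 0.945, and the highest was 0.963, against the paper's 0.948. The paper's text does not state which pairs of libraries its range covers. For replicates 1 and 2 alone, rho was 0.954 in wild type and 0.954 in *ime4∆*, above both of the paper's values. Of the alternatives set before the data were examined, the lowest rho was within the spread between pairs of the paper's value after downsampling (0.940) and with a minimum of 1 count in every library (0.949), and the highest was within it with a minimum of 10 counts in every library (0.949). No alternative came within the spread of both of the paper's values. Over all 7071 listed features, a set chosen after seeing the values, the lowest was 0.952 and the highest 0.959.

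On the scale of the natural logarithm of count plus 1, which the spacing of the low points in the figure fits, IME4 lies at about 4.4 in wild-type replicate 1 and about 3.9 in wild-type replicate 2 in Fig. 3b, read by eye. In the deposited counts the feature named IME4 lay at 0 and 0.693. In *ime4∆* replicates 1 and 2, IME4 lies at about 0 in the figure and at 0 in the deposited counts. Downsampling, the alternative set before the data were examined that applies to this value, did not close the gap. The legend of Fig. 3b speaks of a panel that compares the strains, and no such panel is in the picture of the figure that was used here.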

Other observations

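All tests of the feature names in this part were chosen only after the counts were seen. They followed several looks at the data, namely lists of usually abundant genes and of ribosomal protein genes, shifts along the file and along each chromosome, and the relation of counts to feature length. The test of the replicate numbers was set before the data were examined.

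IME4 was listed at 0 or 1 count in all 6 libraries, although wild type carries the gene. Other genes that are usually abundant in yeast were also listed at few counts. Of 12 such genes without a close copy (actin, glycolytic enzymes, subunits of the ATP synthase and others), 9 had a mean count under 10, and the median of their mean counts was 1.25. The 138 features named after ribosomal proteins had a mean percentile of 40.6 in mean count among 5988 protein-coding features, against 39.4 for 10000 random lists matched on feature length (two-sided permutation p = 0.593). Over protein-coding features, counts rose with feature length, with a Spearman rho of 0.503 across features, and between 0.413 and 0.571 within each of the 16 chromosomes.

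A candidate explanation is that the reads and the features were placed in different coordinates over part of the genome. YGL188C was the 1 feature with at least 10 counts in every wild-type library and 0 counts in every *ime4∆* library, and no feature had the opposite pattern. Only 10 of the other listed features lie as near to IME4 in the order of the systematic names, a share of 0.00141, so this feature may hold reads of the IME4 transcript. The letters W and C in their systematic names place IME4 (YGL192W) and YGL188C on opposite strands. Under displaced coordinates, YGL188C could hold these reads only if the counting ignored strand, which the paper's text does not state. YGL188C had 45 and 28 counts in wild-type replicates 1 and 2. As natural logarithms of count plus 1, both lie below the values of about 4.4 and 3.9 read for IME4 in Fig. 3b. YGL188C has no entry in the R64 annotation, so its place was taken as the middle of the gap between YGL189C and YGL187C. At the distance from IME4 to that place, 10 of the 14 ribosomal protein genes of the same chromosome pointed to another listed feature, and these features had a mean percentile of 85.5, against 43.1 for the ribosomal protein features in place and 62.6 for random lists of features shifted in the same way (one-sided permutation p = 0.0007). Over 21 places from one end of the gap to the other, the mean percentile ranged from 81.4 to 88.4. An earlier scan of shifts had already shown a high value near this distance on this chromosome, so the test is not independent of it. Nor did the test take account of strand. Together with the percentile of 40.6 and the rho of 0.503, these values are consistent with displaced coordinates. The files give no coordinates with which to test it further.

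Other explanations were weighed. If every feature name were displaced, the early meiotic list would rank like other features of its length, but its mean percentile was 67.3, against 52.6 for length-matched lists (two-sided permutation p = 0.0024). One fixed shift of the names would bring the ribosomal protein genes to a high percentile at one offset, but the highest mean percentile was 59.1, over offsets of up to 60 features along the file and up to 8 genes along the chromosome. Counting on the opposite strand would leave most reads on no feature, but at most 9.60% of a library's reads were on none. The share that displaced coordinates would leave on no feature was not tested. Reads shared between near-identical copies would spare the 20 ribosomal protein genes without a copy, but their mean percentile was 35.5. A loss of reads to an overlapping feature of known coordinates would not account for IME4, which 0 such listed features overlap. Nor would it account for the ribosomal protein features, since all 138 were without a known overlap and had a mean percentile of 40.6. A loss to one of the 1065 feature names without coordinates could not be excluded. Low expression after 5 h in SPO would not account for the counts of IME4, which lies at about 4.4 and 3.9 in wild-type replicates 1 and 2 in Fig. 3b (natural logarithm of count plus 1, read by eye), but it could not be excluded for the usually abundant genes. PCK1, ALD4, ATP1 and ATP2, which are used for growth on acetate, had mean counts of at most 1.33, but they belong to the 12 genes whose low counts are to be explained. NDT80, which is deleted in both strains, was listed at 17, 1 and 4 counts in wild type and at 13, 9 and 15 in *ime4∆*. Neither a loss of reads nor low expression would put counts on a deleted gene, but this is 1 feature with few counts. Displaced coordinates over part of the genome remain a hypothesis for the low counts. They cannot be told apart there from a loss to overlapping features or, for the usually abundant genes, low expression. Gene names in these files may not stand for the transcripts counted.

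Same-numbered libraries of the 2 strains deviated together, mainly in replicates 1 and 3. Their deviations from the strain means correlated with an r of 0.251, 0.0825 and 0.188 in replicates 1, 2 and 3. For libraries with different numbers, r was at most 0.0507. The mean correlation of their deviations from the strain means was 0.174, and 1 of the 6 ways of pairing the 3 wild-type with the 3 *ime4∆* libraries, the one that follows the numbers, gave a mean as high, where chance alone would put it first in 1 of 6 cases. The share of reads that were ambiguous between features was highest in replicate 1 of both strains. It was 17.1% and 17.9% in replicate 1 of wild type and *ime4∆*, 14.2% and 12.9% in replicate 2, and 14.5% and 13.6% in replicate 3, with Wilson 95% confidence intervals of at most 0.138 percentage points to either side, which cover counting error only. Replicates 2 and 3 were not paired by this share, since *ime4∆* replicate 3 was nearer to wild-type replicate 2 than to replicate 3. Processing of the replicates in pairs is a possible explanation of the correlation of 0.174, and these values alone do not settle it. No biological explanation was tested for this pattern.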
